# Chromatin activity of IκBα mediates the exit from naïve pluripotency

**DOI:** 10.7554/eLife.102784

**Published:** 2025-10-22

**Authors:** Luis G Palma, Daniel Alvarez-Villanueva, Maria Maqueda, Mercedes Barrero, Arnau Iglesias, Joan Bertran, Damiana Alvarez, Carlos A Garcia-Prieto, Cecilia Ballare, Virginia Rodriguez-Cortez, Clara Bueno, August Vidal, Alberto Villanueva, Pablo Menendez, Gregoire Stik, Luciano Di Croce, Bernhard Payer, Manel Esteller, Lluis Espinosa, Anna Bigas

**Keywords:** ikappabalpha, NFKBIA, NFKB, pluripotency exit, embryonic stem cells, PRC2, Mouse

## Abstract

Maintenance of pluripotency is a multifactorial process in which NF-κB is a negative regulator. Our previous work identified a chromatin role for IκBα, the master regulator of NF-κB signaling, that is critical for the proper regulation of various tissue stem cells. Here, we found that IκBα accumulates specifically in the chromatin fraction of mouse pluripotent stem cells. IκBα depletion does not affect NF-kB-dependent transcription, but causes a profound epigenetic rewiring in pluripotent stem cells, including alterations in H3K27me3, a histone mark catalyzed by Polycomb repression complex 2. Chromatin changes induced by IκBα depletion affect a subset of pluripotency genes and are associated with altered gene transcription. At the cellular level, IκBα-deficient embryonic stem cells are arrested in a naive pluripotency state when cultured in serum/LIF conditions and fail to exit pluripotency under differentiation conditions. By constructing separation-of-function mutants, we show that the effects of IκBα in regulating stem cell pluripotency are NF-κB-independent, but mainly rely on its chromatin-related function. Taken together, our results reveal a novel mechanism by which IκBα participates in the regulation of the pluripotent state of mouse embryonic stem cells and shed light on the interplay between inflammatory signals and the regulation of pluripotency.

## Introduction

Embryonic Stem Cells (ESCs) pluripotency is characterized by the capacity to generate all somatic and germline lineages both in vitro and in vivo, depending on the culture conditions. When cultured in serum plus Leukemia Inhibitory Factor (LIF) (Serum/LIF), murine ESCs (mESCs) include cells interconverting to different metastable states (Festuccia et al., 2013) that either resemble preimplantation blastocyst (naïve pluripotency) or post-implantation (primed pluripotency) embryonic stages (Graf and Stadtfeld, 2008; Martinez Arias and Brickman, 2011; Pera and Rossant, 2021; Wang and Wu, 2022). The heterogeneity of mESCs in Serum/LIF is reduced by culturing them in the presence of GSK3β and MEK1/2 inhibitors (CHIR99021 and PD0325901, respectively) along with LIF (2i/LIF). Under these conditions, mESCs enter a ground state of naïve pluripotency characterized by self-renewal activity while suppressing any pro-differentiating signals (Ying et al., 2008; Marks et al., 2012). This pluripotent state closely resembles the inner cell mass of the E4.0 mouse preimplantation blastocyst (Boroviak et al., 2015). After implantation, pluripotent capability of the mouse embryo (E5.5) becomes restricted to Epiblast Stem Cells (EpiSCs), which represent a primed pluripotent state, characterized by coexpression of pluripotency and lineage specification markers (Brons et al., 2007; Tesar et al., 2007). EpiSCs can give rise to cells from the three germ layers (endoderm, mesoderm, and ectoderm), albeit their contribution to chimeras or to germ cells is greatly compromised (Pera and Rossant, 2021; Weinberger et al., 2016). EpiSCs can be derived in vitro from naïve pluripotent cells when cultured in a medium supplemented with Nodal and fibroblast growth factor (FGF) (Guo et al., 2009). Different epigenetic features distinguish naïve from primed pluripotent states (Takahashi et al., 2018), such as changes in the X chromosome inactivation in female cells (Guo et al., 2009; Bao et al., 2009), histone post-translational modifications (Tesar et al., 2007), or a global DNA hypomethylation profile observed in naïve pluripotent stem cells (Habibi et al., 2013; Leitch et al., 2013; Singer et al., 2014). These epigenetic changes are a prerequisite for the subsequent activation of gene circuits associated with pluripotency exit and germ layer specification (Brons et al., 2007; Tesar et al., 2007). Crucial regulatory elements for the transition from naïve to primed pluripotency state are located in distal DNA regions or enhancers to facilitate the resolution toward the primed state (Factor et al., 2014; Buecker et al., 2014). Therefore, identifying novel players to fine-tune the equilibrium between ground and primed states is crucial for preserving both pluripotency stability and differentiation capability in mESCs.

There is now strong evidence that inflammatory signals are critical for stem cell development (Gerondakis et al., 2006; Kaltschmidt et al., 2021; Espín-Palazón and Traver, 2016), with NF-κB being the main effector. Different strategies to inhibit or attenuate NF-κB in ESCs lead to increase in pluripotency gene expression and impair cell differentiation (Li et al., 2024; Torres and Watt, 2008), or it facilitates reprogramming to induced pluripotent stem cells (iPSC) (Dutta et al., 2011). Canonical NF-κB signaling is triggered by the IKK kinase complex, which induces the phosphorylation and subsequent degradation of the NF-κB inhibitor, IκBα, leading to nuclear translocation of the NF-κB factors (e.g. p50/p65) (Zhang et al., 2017). However, we have previously identified a nuclear IκBα function, which is critical for tissue stem cell homeostasis and the proper differentiation of epidermal, intestinal, and hematopoietic stem cells (Mulero et al., 2013; Marruecos et al., 2020; Marruecos et al., 2021; Thambyrajah et al., 2024). IκBα chromatin function is mediated by the interaction with histone deacetylases (HDACs), core elements of the Polycomb Repressor Complex 2 (PRC2), and histone H2A and H4 (Mulero et al., 2013; Marruecos et al., 2021; Aguilera et al., 2004).

We have now investigated the role of IκBα in the context of pluripotent stem cells. Whereas cytoplasmic IκBα is detected in the different states and its levels decrease after differentiation, in agreement with NF-κB activity as a promoter of differentiation, we specifically detected chromatin-bound IκBα in the naïve pluripotent stem cells. Importantly, IκBα depletion in ESCs did not affect NF-κB activity but it stabilizes the naïve (2i/LIF-like) state of pluripotency under Serum/LIF conditions, displaying an epigenetic rewiring, including changes in the PRC2-dependent H3K27me3 histone mark and impacting proximal and distal regulation of pluripotent genes. Using a new Separation-Of-Function (SOF) IκBα mutants, we have now definitively demonstrated that chromatin-bound IκBα is required for naïve pluripotency exit of mESCs in an NF-κB-independent manner. Overall, we identified IκBα as a novel key player in the regulation of the exit from naïve-to-primed pluripotency and essential for the activation of gene programs involved in germ layer specification.

## Results

### IκBα and NF-κB have opposite expression dynamics in naïve pluripotent cells

Due to the prominent role of NF-κB signaling in mESCs regulation, we analyzed the expression pattern of the different NF-κB members, including the IκB inhibitors in the three defined pluripotent stages: ground state of naïve pluripotency (2i/LIF), naïve pluripotency (Serum/LIF), and primed pluripotency (Epiblast Stem Cells or EpiSCs) (Wang and Wu, 2022; Figure 1A). In agreement with NF-κB being a pro-differentiation factor, canonical NF-κB inhibitors, including IκBα (*Nfkbia*), IκBβ (*Nfkbib*), and IκBε (*Nfkbie*) were all expressed in the naïve pluripotency state (both 2i/LIF and Serum/LIF), with *Nfkbia* levels gradually reduced upon naïve pluripotency exit towards EpiSCs (Figure 1B). In contrast, *Rela, Nfkb1, and Nfkb2* genes, codifying for the NF-κB factors p65/RelA, p105, and p100, respectively, showed opposite expression dynamics increasing the levels in EpiSCs (Figure 1C). We further characterized the distribution of IκBα in the cytoplasm, nucleus and chromatin fractions of the three states of pluripotency (Figure 1D). Total IκBα protein levels correlated with the detected RNA levels in the three different cellular states being highest in the 2i/LIF condition (Figure 1B), with a large accumulation in the cytoplasm. A fraction of IκBα protein was detected in the chromatin of naïve pluripotent cells, being highest in cells cultured in Serum/LIF conditions compared to 2i/LIF and absent in the EpiSCs. (Figure 1D). The dynamics of IκBα RNA and protein levels from naïve pluripotent ESCs to EpiSCs was further corroborated by analysis of an additional database that includes both naïve and primed pluripotent states (Atlasi et al., 2020; Figure 1E).

**Figure 1.**
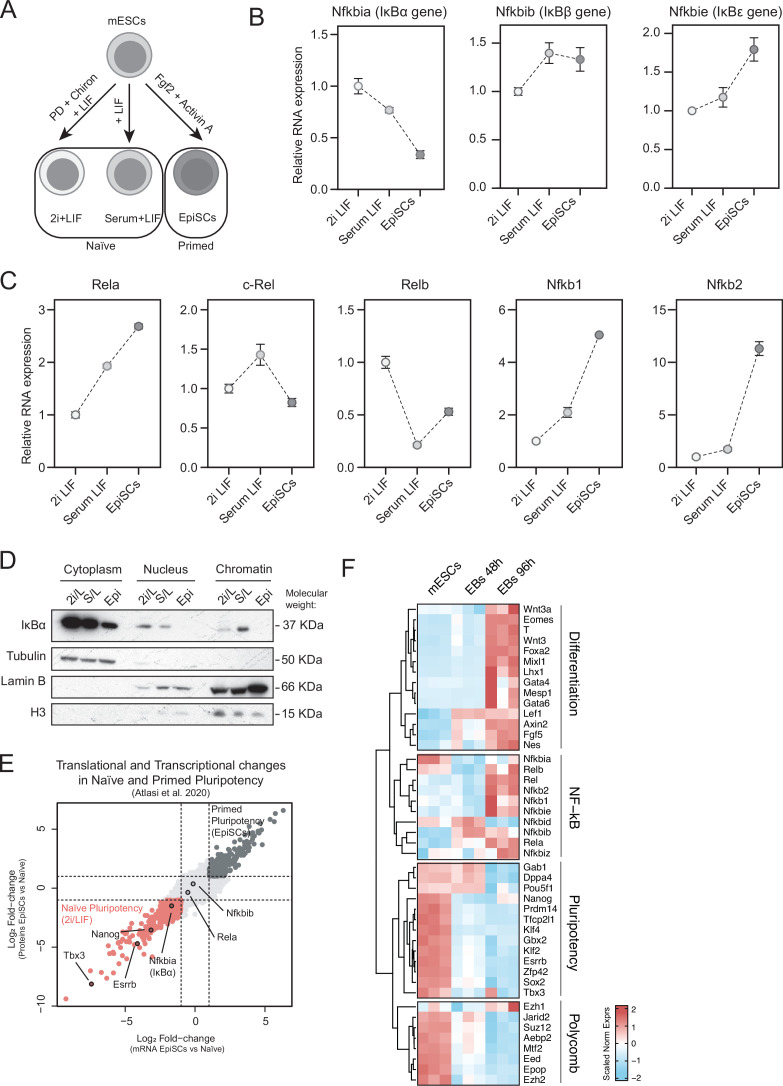
IκBα is highly expressed in pluripotent cells. (**A**) Schematic of pluripotent states in mouse embryonic stem cells (mESCs). mESCs were maintained regularly in naïve pluripotency by culturing them in serum/Leukemia Inhibitory Factor (LIF) medium, or they were polarized towards the ground state of naïve pluripotency by culturing them for two passages in LIF plus Gsk3β (CHIR99021 or Chiron) and MEK (PD0325091) inhibitors (2i/LIF). mESCs were further differentiated towards the primed pluripotent state (epiblast-like cells) by culturing mESCs in a medium containing 20 ng/mL Activin A and 10 ng/mL Fgf2 for 120 hr. (**B–C**) Relative mRNA levels (based on qPCR experiments) of the canonical IκB genes (*Nfkbia, Nfkbib, Nfkbie*) (**B**) or Nf-κB effector genes (*Rela, c-Rel, Relb, Nfkb1, Nfkb2*) (**C**) across the different states of pluripotency. Expression was normalized using the house-keeping gene *Tbp* relative to 2i/LIF. Data from three independent experiments. Dots indicate mean values and error bars refer to ± standard deviation (SD). (**D**) Western blot analysis of IκBα protein distribution in cytoplasm, nucleoplasm (Nucleus), or chromatin in cells at the ground-state of naïve pluripotency (2i/L), naïve pluripotency (S/L), or primed pluripotency (Epi). This experiment was independently repeated twice. (**E**) Transcriptome and proteome differences across naïve (2i/LIF) and primed (Epiblast-like cells or EpiSCs) pluripotent states. Enriched transcripts and proteins in naïve state are highlighted in red (Log_2_ fold-change < –1). Enriched transcripts and proteins in the primed state are marked in dark gray (Log_2_ fold-change > 1). Data from Atlasi et al., 2020. (**F**). Heatmap showing the expression levels of pluripotency (*Dppa4, Pou5f1, Sox2, Prdm14, Klf4, Zfp42, Nanog*), differentiation (*Mesp1, Gata4, Gata6, Lhx1, Wnt3a, Fgf5, Nes, Axin2, Wnt3, Eomes, Foxa2, T, Mixl1, Lef1*) NF- κB (*Nfkbia, Nfkbib, Nfkbie, Nfkbiz, Rela, c-Rel, Relb*), and Polycomb (*Ezh1, Ezh2, Eed, Epop, Jarid2, Suz12, Mtf2, Aebp2*) genes from the RNAseq samples at mESCs (Serum/LIF) and differentiating cells (embryoid bodies) at 48 hr and 96 hr of IκBα-WT cells. Normalized counts based on z-score are represented. Figure 1—source data 1.Annotated files for western blot analysis displayed in Figure 1D. Figure 1—source data 2.Raw files for western blot displayed in Figure 1D.

Next, we studied IκBα expression in differentiated embryoid bodies (EBs) from mESCs (Serum/LIF) (see materials and methods) and analyzed the expression levels of different pluripotency, differentiation-linked, and NF-κB genes by RNA sequencing. *Nfkbia* (IκBα gene) was expressed at higher levels specifically in mESCs (Serum/LIF), whereas cells undergoing differentiation (48 hr and 96 hr) displayed a reduction in its expression levels (Figure 1F). The expression pattern of *Nfkbia* was similar to the pluripotency genes, whereas most of the NF- κB genes were upregulated upon differentiation, showing an analogous expression dynamics as developmental genes, as previously described (Torres and Watt, 2008). Previous reports have demonstrated that chromatin-bound IκBα modulates PRC2 activity in different adult stem cell models (Mulero et al., 2013). Notably, we observed that most of the Polycomb target genes follow a similar expression pattern of *Nfkbia* and pluripotency, with higher expression in mESCs (Figure 1F).

Taken together, these data show that, unlike the other NF-kB inhibitors and target genes, the expression of *Nfkbia* is high in the naive pluripotent state, with IκBα protein present in the cytoplasm and chromatin of naive pluripotent cells. Moreover, whereas canonical NF-κB subunits are primarily absent, we detected several Polycomb elements expressed in mESCs.

### IκBα is required in mESCs to exit the naïve pluripotency state

To investigate the functional implication of IκBα in naïve pluripotency, we knocked out (KO) v IκBα protein in mESCs by CRISPR-Cas9 (IκBα-KO mESCs) (Figure 2—figure supplement 1A and Materials and methods). Notably, IκBα-KO mESCs have an impaired ability to undergo differentiation and cannot properly switch off the pluripotency program after 216 hr (9 days) of pro-differentiation signals, as it is demonstrated by high levels of pluripotency markers OCT3/4 and NANOG (Figure 2A and Figure 2—figure supplement 1C), higher number of alkaline phosphatase cells (Figure 2B and Figure 2—figure supplement 1D) and higher percentage of SSEA- cells withinin the 216 hr EBs. These results were also supported by the detection of increased expression level of the naïve pluripotency genes *Pou5f1 (Oct3/4 gene), Gbx2, Klf2, Sox2, Zfp42 (Rex1*), and *Nanog* in IκBα KO EBs after 216 hr of differentiation (Figure 2—figure supplement 1F) and lower differentiation (Figure 2—figure supplement 1G).

**Figure 2.**
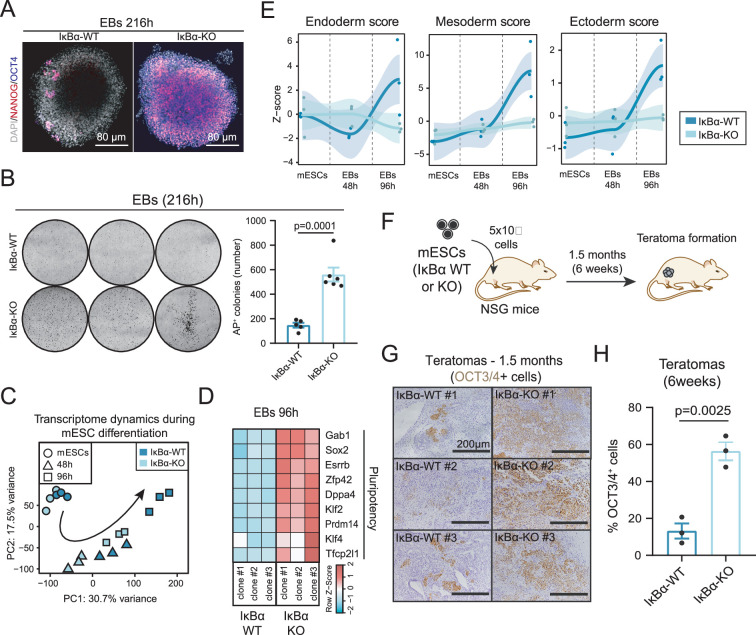
The absence of IκBα hinders the exit from the pluripotent state and prevents the activation of differentiation programs. (**A**) Representative immunofluorescence of 216 hr embryoid bodies (EBs) stained with the pluripotency markers NANOG and OCT3/4. (**B**) Quantification of total number of alkaline phosphatase (AP) colonies after 216 hr EB differentiation and additional culture of 96 hr in Serum/LIF (S/L) medium. Dots represent values from two independent experiments from three different IκBα-WT or IκBα-KO clones. Unpaired two-sided t-test applied. Representative images from alkaline phosphatase (AP) colonies are included in the upper panel. (**C**) PC1 and PC2 from Principal Component Analysis (PCA) of normalized RNA-seq data from three different time points (mESCs, 48 hr EBs, and 96 hr EBs) of IκBα-WT and IκBα-KO cells (three independent clones from each genotype). (**D**) Heatmap showing the expression levels of naïve pluripotency genes (*Gab1, Sox2, Esrrb, Zfp42, Dppa4, Klf2, Prdm14, Klf4, Tfcp2l1*) from the RNAseq samples of IκBα-WT and IκBα-KO EBs at 96 hr. Normalized counts based on z-score are represented. (**E**) Z- score values for gene sets referring to Endoderm, Mesoderm, and Ectoderm formation from The Gene Ontology database (GO:0001706, GO:0001707, and GO:0001705 terms, respectively) and obtained from corresponding expression levels at mESCs, 48 hr, and 96 hr Ebs IκBα-WT or IκBα-KO cells (three independent clones of each genotype). Loess curves are also represented with 95% confidence intervals (shadowed area surrounding the curves). (**F**) Schematic of teratoma formation assay. 5×10^5^ IκBα-WT or IκBα-KO murine Embryonic Stem Cells (mESCs) cultured in Serum/Leukemia Inhibitory Factor (LIF) were injected intramuscularly in the leg of immunocompromised NSG mice. Six weeks after the transplant, teratomas were formed, and mice were euthanized for further teratoma analysis. (**G**) Representative images of immunohistochemistry for OCT3/4 in IκBα- WT (left panel) or IκBα-KO (right panel) teratomas. Teratomas were derived from three independent clones of mESCs of both genotypes. (**H**) Percentage of OCT3/4^+^ cells in teratomas. Positive cells were counted from five different microscope fields from each IκBα-WT and IκBα- KO clone. Unpaired two-sided t-test was performed. Bars indicate mean values and error bars refer to ± SD. Significance level of 0.05 is considered for all statistical tests.

**Figure 2—figure supplement 1.**
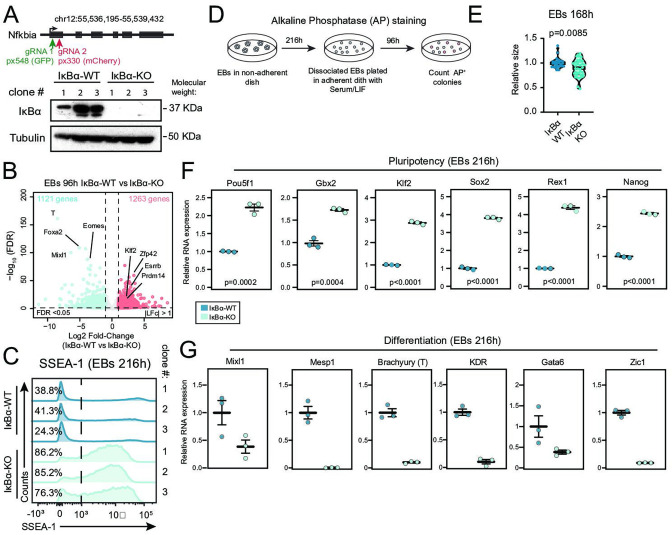
Depletion of IκBα in murine Embryonic Stem Cells (mESCs) compromises the exit from pluripotency. (**A**) Schematic of the approach followed to deplete IκBα protein in mESCs (upper panel) and western blot analysis of three independent IκBα-WT and IκBα-KO mESC clones (bottom panel). (**B**) Volcano plot from differential expression analysis between IκBα-KO vs IκBα-WT 96 hr EBs. Dashed vertical lines represent an absolute shrunken log_2_ Fold Change = 1 and dashed horizontal line represents an adjusted p-value = 0.05 (FDR). (**C**) Flow cytometry plots of SSEA-1 from IκBα-WT or IκBα-KO EBs 216 hr. (**D**) Schematic of Alkaline Phosphatase (AP) staining carried out in embryoid bodies (EBs). IκBα-WT or IκBα-KO 216 hr EBs were dissociated and seeded in Serum/Leukemia Inhibitory Factor (LIF) medium for another 96 hr. Attached cells were screened for AP^+^ total cell number. (**E**) Violin plot and individual values showing the quantification of relative size of 168 hr Ebs. Each dot represents an embryoid body. Unpaired two-sided t-test was applied. (**F**) Relative RNA levels of naïve pluripotency genes (*Pou5f1, Gbx2, Klf2, Sox2, Rex1, Nanog*) in IκBα-WT or IκBα-KO 216 hr EBs. RNA levels were normalized based on *Tbp* expression relative to IκBα-WT. Each dot represents an independent clone either from IκBα-WT or IκBα-KO genotypes. Unpaired two-sided t-test was applied. (**G**) Relative RNA levels of differentiation genes (*Mixl1, Mesp1, T, KDR, Gata6, Zic1*) in IκBα-WT or IκBα-KO 216 hr EBs. RNA levels were normalized on *Tbp* expression relative to IκBα-WT. Each dot represents an independent clone either from IκBα-WT or IκBα-KO genotypes. Figure 2—figure supplement 1—source data 1.Original files for western blot analysis displayed in Figure 2—figure supplement 1A. Figure 2—figure supplement 1—source data 2.Raw files for western blot analysis displayed in Figure 2—figure supplement 1A.

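RNA-seq libraries of 3 IκBα-WT and 3 IκBα-KO mESC clones cultured in Serum/LIF were analysed from the authors' table of reads counted on each gene. mESCs are pluripotent cells derived from the mouse blastocyst, and LIF is the cytokine that keeps them undifferentiated. The libraries of 48 hr and 96 hr EBs are not analysed here. The authors trimmed the reads, aligned them with STAR to the mouse genome GRCm38, counted uniquely mapped reads on the exons of 55487 genes with featureCounts and deposited the counts without normalization. Reads that match several near-identical genes equally well are therefore missing from the counts, and reads in the overlap of 2 genes can be lost or assigned to either, because the paper's text does not name a strand setting for the counting. The counts on genes per library ranged from 29423089 to 31091857 in IκBα-WT mESCs (median 30918043) and from 34107070 to 40904247 in IκBα-KO mESCs (median 36540323). The paper reports between 35 and 52 M sequenced reads per library over all stages, and the values given here use the counts on genes. Counts were scaled by edgeR's TMM method and are given as CPM, the counts of a gene relative to the total of its library, and the 21843 genes with at least 10 counts over the 6 libraries were tested for a difference between genotypes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called differentially expressed (DEG) at an adjusted p under 0.05 and an absolute log2 fold change over 1. The standard error of a log2 fold change was taken from the same test, and the clone is the unit of replication. This counts the KO clones as independent, which the closing section questions for KO clones 1 and 3. Nfkbia (ENSMUSG00000021025), the gene of IκBα, lies on chromosome 12 of GRCm38 from 55489410 to 55492647. It had 1009, 1069 and 767 counts in WT clones 1 to 3 and 347, 385 and 372 counts in KO clones 1 to 3. This corresponds to 31.4 ± 5.50 CPM (SD, n = 3) in IκBα-WT and 9.86 ± 0.528 CPM (SD, n = 3) in IκBα-KO mESCs. The log2 fold change was -1.67 (standard error 0.14, adjusted p = 0.00489 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All KO clones were below all WT clones (exact permutation test, two-sided, p = 0.1, the smallest p that 3 clones against 3 allow). With each clone left out in turn, the log2 fold change stayed between -1.81 and -1.59, and the adjusted p of the same test rose to 0.0633 without WT clone 2. In KO clone 2, the 35 genes in the 10 Mb window around Nfkbia had a median difference from the WT mean of -0.51 in log2 CPM, against 0.02 in KO clone 3.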

To shed light into the molecular mechanisms governing the differentiation impairment in IκBα KO EBs, we performed RNA-seq of IκBα WT and IκBα KO mESCs in the first stages of the embryoid body differentiation. Analysis of the data indicated that IκBα KO EBs cannot successfully evolve towards differentiation trajectories, as shown by principal component analysis (PCA) of IκBα-WT and IκBα-KO EBs at 48 hr and 96 hr in differentiation media (Figure 2C). Analysis of naïve pluripotency markers at 96 h (*Gab1, Sox2, Esrrb, Zfp42, Dppa4, Klf2, Prdm14, Klf4, Tfcp2l1*) also showed higher expression levels in IκBα KO compared to their IκBα WT counterparts (Figure 2D and Figure 2—figure supplement 1C). Defective differentiation capacity of IκBα KO Ebs involved programs associated with specification of all three germ layers (endoderm, mesoderm, and ectoderm) (Figure 2E). Moreover, IκBα KO EBs were smaller in size (Figure 2—figure supplement 1E), in agreement with the reduced developmental potential of IκBα-depleted mESCs (Tian et al., 2019).

To further study the requirement of IκBα in pluripotency exit in vivo, we established teratomas by subcutaneous injection of IκBα-WT and IκBα-KO mESCs (Figure 2F and Materials and methods) into NSG (NOD.Cg-Prkdcˢᶜⁱᵈ Il2rgᵗᵐ¹ᵂʲˡ/SzJ) mice. IκBα-KO teratomas showed a decreased differentiation potential, as indicated by higher number of OCT4^+^ cells 6 weeks after injection (Figure 2G–H). These observations further confirm the essential role of IκBα in the exit from the pluripotency state not only in vitro but also under in vivo differentiation signals. To understand the conditions in which IκBα is required for pluripotency exit, we differentiated IκBα-WT and IκBα-KO mESCs cultured in Serum/LIF (naïve pluripotency) towards EpiSCs (primed pluripotency) (Figure 3A, upper panel). IκBα-KO cells were not committed towards the primed pluripotency stage and maintained an elevated expression levels of naïve pluripotency genes (*Dppa3, Nanog, Sox2, Rex1, Klf2, Klf4, Gbx2, Tbx3*) (Figure 3A, bottom panel). Additionally, IκBα-KO cells retained a naïve pluripotent morphology, forming tight clusters that resemble cells cultured in 2i/LIF medium (Figure 3—figure supplement 1A).

**Figure 3.**
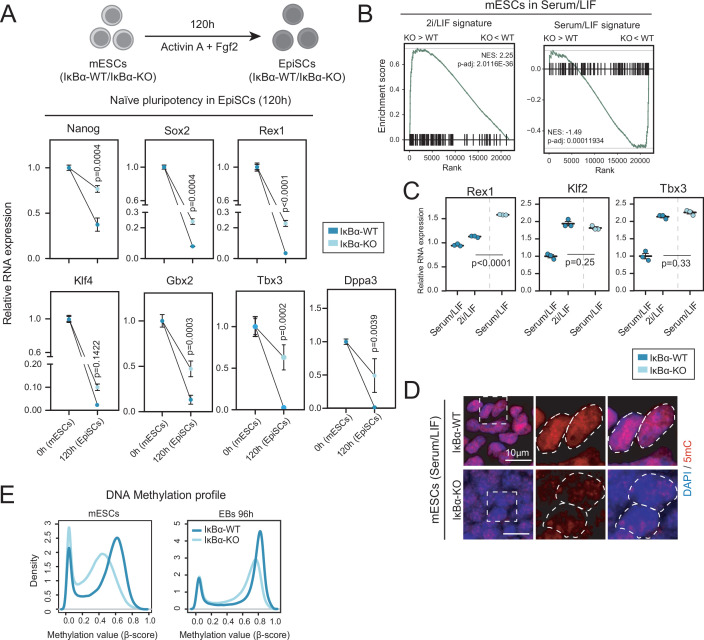
IκBα-KO murine Embryonic Stem Cells (mESCs) retain the ground-state of naïve pluripotency under Serum/Leukemia Inhibitory Factor (LIF) culture. (**A**) (Upper panel) Schematics of mESCs differentiation towards Epiblast Stem Cells (EpiSCs). mESCs cultured in Serum/LIF were then seeded in N2B27 medium supplemented with 10 ng/mL Fgf2 and 20 ng/mL Activin A for 120 hr (see Materials and methods section for further information). (Bottom panel) Relative RNA levels (based on qPCR experiments) of naïve pluripotency genes (*Nanog, Sox2, Rex1, Klf4, Gbx2, Tbx3, Dppa3*) in IκBα-WT or IκBα-KO EpiSCs at 120 hr. RNA levels were normalized based on *Tbp* expression relative to IκBα-WT. Data from three independent clones from either IκBα-WT or IκBα-KO genotypes. Unpaired two-sided t-test applied. Dots indicate mean values and error bars refer to ± SD. (**B**) GSEA results comparing IκBα-KO vs IκBα-WT mESCs cultured in Serum/LIF against ground (2i/LIF) and naïve (Serum/LIF) state pluripotency signatures retrieved from Ghimire et al., 2018. Adjusted p-value by Benjamini-Hochberg procedure and Normalized Enrichment Score (NES) indicated. (**C**) Relative RNA levels of the naïve pluripotency genes *Rex1 (Zfp42), Klf2,* and *Tbx3* upon culture of IκBα-WT either in Serum/LIF or two passages in 2i/LIF. 2i/LIF IκBα-WT mESCs were compared with IκBα-KO mESCs cultured in Serum/LIF. Unpaired two-sided t-test was applied to calculate statistical significance. Each dot represents an independent clone from each of the two genotypes. Horizontal bars indicate mean values and error bars refer to ± SD. (**D**) Representative immunofluorescence images of DNA-methylation-related mark 5-methylcytosine (5 mC) in IκBα-WT (left) and IκBα-KO (right) mESCs cultured in Serum/LIF. (**E**) DNA methylation profile (using DNA methylation arrays; Zhou et al., 2022) in IκBα-WT vs IκBα-KO mESCs (upper) and 96 hr EBs (bottom panel) showing the distribution density of mean ß-values from all 261,220 CpGs under test per condition. Significance level of 0.05 is considered for all statistical tests.

**Figure 3—figure supplement 1.**
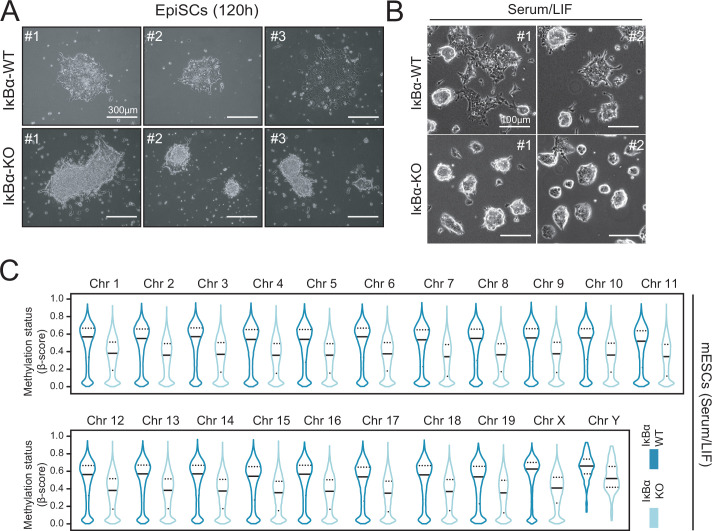
Absence of IκBα favors the ground state of naïve pluripotency in Serum/Leukemia Inhibitory Factor (LIF) conditions. (**A**) Brightfield images of IκBα-WT or IκBα-KO EpiSCs at 120 hr picture corresponds to an independent clone from either IκBα-WT or IκBα-KO genotypes. (**B**) Bright-field microscopy images of IκBα-WT and IκBα-KO murine Embryonic Stem Cells (mESCs) cultured in Serum/LIF conditions. Two independent clones from each genotype are shown. (**C**) DNA methylation levels (mean ß-values) across chromosomes in IκBα-WT vs IκBα-KO mESCs.

mESCs cultured in serum/LIF are highly heterogeneous, comprising a mixture of cell states that resemble developmental transitions from preimplantation (naïve pluripotency) to postimplantation (primed pluripotency) embryo (Graf and Stadtfeld, 2008; Martinez Arias and Brickman, 2011). To investigate how IκBα deficiency was affecting the exit of mESCs from naïve pluripotency, we performed a Gene Set Enrichment Analysis (GSEA) using RNA-seq data from IκBα-KO and IκBα-WT mESCs cultured in Serum/LIF against gene signatures for 2i/LIF and Serum/LIF pluripotency (Ghimire et al., 2018). 

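The expression of naïve and primed state markers was measured in the same Serum/LIF libraries with 2 gene lists fixed before the data were examined, which are marker lists from general knowledge. The list of 21 markers of Serum/LIF and early primed cells had a mean difference of -0.71 in log2 CPM (with a prior count of 2) between IκBα-KO and IκBα-WT mESCs. Its mean log2 CPM was 4.65, 4.70 and 5.05 in WT clones 1 to 3 and 3.88, 4.28 and 4.11 in KO clones 1 to 3, so that the genotypes did not overlap (exact permutation test, two-sided, p = 0.1, the smallest possible). With a preset correlation of 0.01 between genes, the camera test of limma gave an adjusted p of 1.09e-06 over 19 lists. The call depended on the test, since the adjusted p was 0.137 with fry and 0.382 with a correlation estimated from the data. Of the 21 genes, 16 had a lower mean in the KO clones. At an adjusted p under 0.05 over all genes tested, 5 genes were lower and 0 were higher, while 9 genes of the list had an unadjusted p under 0.05 and 9 passed when adjusted over the list alone. Fgf5 (ENSMUSG00000029337, chromosome 5, 98254184 to 98277030) had 3.32 ± 2.05 CPM (SD, n = 3) in IκBα-WT and 0.146 ± 0.0802 CPM (SD, n = 3) in IκBα-KO mESCs. Its log2 fold change was -4.44 (standard error 0.57, adjusted p = 0.00832 from edgeR's quasi-likelihood test), on counts of 2 to 9 in the KO clones. Lef1 had a log2 fold change of -3.13 (standard error 0.36, adjusted p = 0.00626 from the same edgeR test) and Pou3f1 of -2.07 (standard error 0.37, adjusted p = 0.0233 from that test). The exons of Lef1, Pou3f1 and Fgf15 overlap those of other annotated genes, so part of their reads cannot be assigned with certainty. For Fgf15 the log2 fold change was -1.05, and for Dnmt3b, which encodes a de novo DNA methyltransferase, it was -0.91, with adjusted p of 0.0151 and 0.0147 from the edgeR test. With WT clone 2 left out, the adjusted p of these 5 genes rose to between 0.0672 and 0.106 in that test. Other clones mattered as well: without WT clone 3 it was 0.0562 for Lef1, 0.0585 for Dnmt3b and 0.107 for Fgf15 and Pou3f1. Dnmt3b was also at 0.0583 and 0.0636 without KO clones 1 and 3, and Pou3f1 at 0.0808, 0.0615 and 0.0878 without KO clones 1 to 3, so that Pou3f1 stayed under 0.05 only without WT clone 1 (0.0367). The list of 16 ground state markers had a mean difference of 0.03 in log2 CPM, with 9 genes higher and 7 lower in the KO clones (camera adjusted p = 0.573; exact permutation test, two-sided, p = 0.8). In this list, 1 gene had an adjusted p under 0.05 over all genes tested, and 1 passed when adjusted over the list alone. With single clones left out, the mean difference of the ground state list ran from -0.059 without WT clone 3 to 0.073 without WT clone 1.

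**Figure D1:**
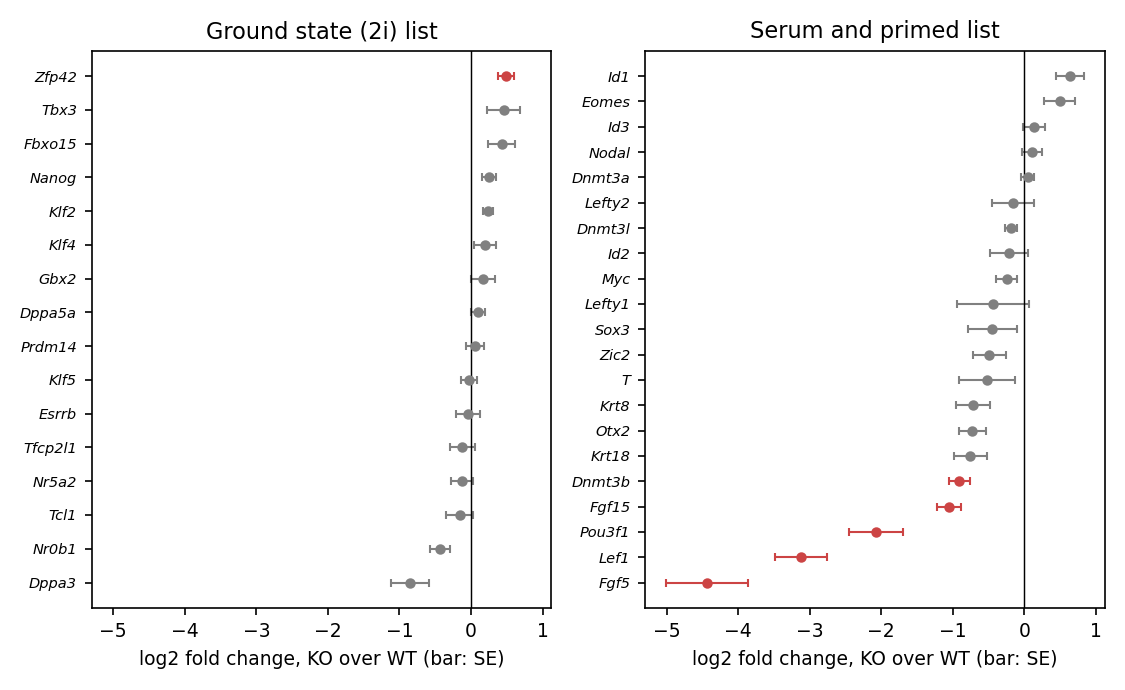
Log2 fold change of each marker gene between 3 IκBα-KO and 3 IκBα-WT mESC clones in Serum/LIF, with the standard error as a bar and genes at an adjusted p under 0.05 in red. The 5 red genes of the Serum/LIF and primed list lie between -4.44 and -0.91, and the red gene of the ground state list is Zfp42.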

GSEA results revealed a significant enrichment in Serum/LIF IκBα-KO mESCs transcriptome for genes specifically expressed in the naïve ground state (2i/LIF), while they negatively correlate with mESCs cultured in Serum/LIF (Figure 3B; Ghimire et al., 2018). These results agree with the fact that IκBα-KO mESCs cultured in Serum/LIF resemble 2i/LIF morphology, with homogeneous tight clusters of cells, whereas IκBα-WT mESCs retain the colony heterogeneity (Figure 3—figure supplement 1A and B). Interestingly, the higher levels of ground-state-related genes *Zfp42* (*Rex1*), *Klf2* and *Tbx3* in IκBα-KO mESCs were partially obtained when IκBα-WT mESCs were cultured in 2i/LIF for two consecutive passages (Figure 3C).

One of the key features of the naïve pluripotency state is its global DNA hypomethylation pattern (Habibi et al., 2013; Leitch et al., 2013). We assessed the DNA methylation status of IκBα-WT and IκBα-KO mESCs cultured in Serum/LIF conditions by analysis of 5-methyl-cytosine (5 mC) mark and using DNA methylation arrays (Zhou et al., 2022). We found that IκBα-KO mESCs contained much lower levels of 5 mC compared to IκBα-WT cells (Figure 3D). Moreover, DNA methylation arrays confirmed a global pattern of DNA hypomethylation in IκBα-KO mESCs, which was maintained in 96 hr EBs (Figure 3E). Interestingly, the DNA hypomethylation status occurred in a genome-wide fashion affecting all chromosomes (Figure 3—figure supplement 1C), in accordance with a higher pluripotent state of IκBα- KO mESCs.

Overall, these data demonstrate that IκBα is required for the exit of the naïve state of pluripotency and its deficiency results in impaired differentiation of mESCs in vivo and in vitro. Accordingly, IκBα-KO mESCs cultured in Serum/LIF showed a genome-wide pattern of DNA hypomethylation.

### Lack of IκBα causes an epigenetic rewiring in pluripotent stem cells to resemble 2i/LIF naïve pluripotency in serum/LIF culture

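Of the 21843 genes tested in mESCs, 372 were DEGs, 232 of them higher and 140 lower in IκBα-KO than in IκBα-WT clones. Without the fold change threshold, 1046 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 676 higher and 370 lower. The count depended on single clones. With WT clone 2 left out there were 0 DEGs, although 3104 genes had an unadjusted p under 0.05, and with KO clone 2 left out there were 872. The latter count rests on KO clones 1 and 3, which may not be independent, and could be too high. Genes of chromosome 8, which make up 5.08% of the genes tested, accounted for 235 of the 676 higher genes, and the median gene of this chromosome was 0.39 higher in log2 CPM in the KO clones. Among genes with a mean count of at least 50 and no overlap between clones, the 5 largest decreases were those of Fgf5, Kcnj3, Acta2, Tagln and Gbp2. Kcnj3, which encodes a potassium channel subunit, decreased by 4.26 on the log2 scale (standard error 0.54, adjusted p = 0.00796 from edgeR's test). Acta2 and Tagln, which encode proteins of the contractile cytoskeleton, decreased by 4.25 and 4.10. Their standard errors were 0.46 and 0.48, and their adjusted p were 0.00588 and 0.00644 in the edgeR test. Gbp2, which encodes a guanylate-binding protein, decreased by 4.05 (standard error 0.74, adjusted p = 0.0238 from the edgeR test), with 3, 30 and 2 counts in KO clones 1 to 3. The exons of Kcnj3, Tagln and Gbp2 overlap those of other annotated genes. The 5 largest increases were those of Xlr5a, Xlr5b, 1700013H16Rik, Xlr5c and Xlr3c, all on the X chromosome. The log2 fold change was 5.46 for Xlr5a, with 7 to 17 counts in the WT clones and 358 to 870 in the KO clones, and 4.83, 4.53 and 4.19 for Xlr5b, Xlr5c and Xlr3c. Because the Xlr genes are near-identical copies and only uniquely mapped reads were counted, the value of each single copy is uncertain. The log2 fold change of 1700013H16Rik was 4.75 (standard error 0.83, adjusted p = 0.0211 from the edgeR test), and its log2 CPM was 5.40 in KO clone 2 against 2.53 and 3.07 in KO clones 1 and 3. Suz12 and Mtf2, which encode subunits of the Polycomb repressive complex PRC2, had log2 fold changes of -0.06 and -0.03 (adjusted p = 0.537 and 0.841 from the edgeR test), and the exons of both overlap those of another gene.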

ChIP Enrichment Analysis (ChEA) of genes identified in our RNA-seq data of IκBα-KO and WT mESCs revealed that differentially expressed genes were putative targets of chromatin regulators, including the PRC2 subunit SUZ12 and MTF2 (Figure 4A). We previously described that IκBα is important for the proper deposition of the H3K27me3 mark in different types of tissue stem cells by associating with elements of the PRC2 complex (Mulero et al., 2013; Marruecos et al., 2020). Since 2i/LIF and Serum/LIF states are characterized by important differences in epigenetic marks, we carried out an epigenetic profiling of IκBα-WT and IκBα-KO mESCs cultured in Serum/LIF. We performed chromatin immunoprecipitation followed by sequencing (ChIP-seq) of histone modifications associated with gene activation (H3K4me3) and gene repression (H3K27me3) (Figure 4B and Figure 4—figure supplement 1A and B). Overall, Serum/LIF IκBα-KO mESCs exhibited a general increased H3K4me3 status and redistribution of the PRC2-catalyzed H3K27me3 mark (Figure 4B). Notably, gain of the H3K4me3 mark was associated with a reduction of H3K27me3 levels in genes associated with naïve pluripotency function (Figure 4B and Figure 4—figure supplement 1A and B). In particular, 41 genes with concomitant gain of H3K4me3 and loss of H3K27me3 were found to be enriched in mechanisms associated with pluripotency function (Figure 4C), including Tbx3 and Gbx2 (Figure 4D–E). A second set of pluripotency-related genes showed an increase in H3K4me3 without changes in H3K27me3 (Zfp42 or Klf2). Both sets of pluripotency genes showed increased expression in the absence of IκBα (Figure 4H).

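In the libraries of the 3 IκBα-WT and 3 IκBα-KO mESC clones, the 8 pluripotency genes of Figure 4H had log2 fold changes above 0, from 0.04 for Pou5f1 to 0.49 for Zfp42. At an adjusted p under 0.05 over all genes tested, 1 of the 8 genes differed, and 2 differed when adjusted over the list alone. Zfp42 (ENSMUSG00000051176, chromosome 8 of GRCm38, 43295063 to 43306980) had 714 ± 38.9 CPM (SD, n = 3) in IκBα-WT and 1005 ± 162 CPM (SD, n = 3) in IκBα-KO mESCs. Its log2 fold change of 0.49 (standard error 0.11, adjusted p = 0.0478 from edgeR's quasi-likelihood test) had an adjusted p of 1.38e-05 without KO clone 2 and between 0.128 and 0.217 with any other clone left out. Klf2 (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656) had 131 ± 8.20 CPM (SD, n = 3) and 153 ± 5.85 CPM (SD, n = 3), a log2 fold change of 0.23 (standard error 0.07, adjusted p = 0.105 from the same edgeR test). All KO clones were above all WT clones for Zfp42 and Klf2 (exact permutation test, two-sided, p = 0.1 for each, the smallest possible). Both genes lie in a part of chromosome 8 in which most genes were higher in the KO clones. In the 10 Mb window that holds Zfp42, the median gene was 0.59, 0.37 and 0.61 above the WT mean in KO clones 1 to 3, where Zfp42 was 0.64, 0.20 and 0.60 above it. In the window of Klf2, the median gene was 0.54, 0.31 and 0.47 above the WT mean, and Klf2 was 0.23, 0.29 and 0.18 above it. With an offset for each 10 Mb window in each library, chosen after seeing the data, the log2 fold change was -0.036 for Zfp42 and -0.21 for Klf2. Tbx3 (ENSMUSG00000018604, chromosome 5, 119670669 to 119684724) had 69.9 ± 22.6 CPM (SD, n = 3) in IκBα-WT and 95.8 ± 20.2 CPM (SD, n = 3) in IκBα-KO mESCs, a log2 fold change of 0.46 within the spread between clones (standard error 0.23, adjusted p = 0.304 from the edgeR test). Gbx2 had a log2 fold change of 0.17 (standard error 0.17, adjusted p = 0.622 from the edgeR test) and was lower in KO clone 2 than in every WT clone. The exons of Tbx3, Gbx2 and Pou5f1 overlap those of other annotated genes. Nanog and Klf4 had log2 fold changes of 0.25 and 0.19, and Prdm14 of 0.05 (-0.047 without WT clone 3), with adjusted p of 0.185, 0.516 and 0.854 in the edgeR test. With KO clone 2 left out, Klf2, Gbx2 and Klf4 had adjusted p of 0.0347, 0.0419 and 0.0292 in that test. The p-values of every fit without KO clone 2 could be too small, because only KO clones 1 and 3 remain. The closing section questions whether they are independent. Other clones left out gave the lowest log2 fold changes, which were 0.0095 for Gbx2 without KO clone 3 (adjusted p = 0.984), 0.059 for Klf4 without KO clone 1 (0.868), 0.19 for Klf2 without WT clone 3 (0.349) and 0.24 for Tbx3 without WT clone 3 (0.629 in the edgeR test). The mean difference of the 8 genes was 0.23 in log2 CPM (exact permutation test, two-sided, p = 0.1). Its adjusted p was 0.0638 with camera and 0.527 with a correlation estimated from the data, and it was over 0.05 with fry too. The camera value was 0.0336, 0.0268 and 0.0103 without WT clone 1, WT clone 2 and KO clone 2, and between 0.0774 and 0.173 without WT clone 3, KO clone 1 or KO clone 3, and over these 6 fits the mean difference ran from 0.15 (without WT clone 3) to 0.30 (without KO clone 2). That of the 6 genes outside chromosome 8 was 0.19 (exact permutation test, two-sided, p = 0.3). The paper states that both sets of genes increased and sets this beside the histone marks measured at the same genes. It also reports higher Zfp42, Klf2 and Tbx3 in IκBα-KO mESCs from separate RNA measurements, and a re-expression of IκBα, neither of which is analysed here. Since the paper drew these 8 genes as increased in the same libraries, their direction here is not independent support.

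**Figure D2:**
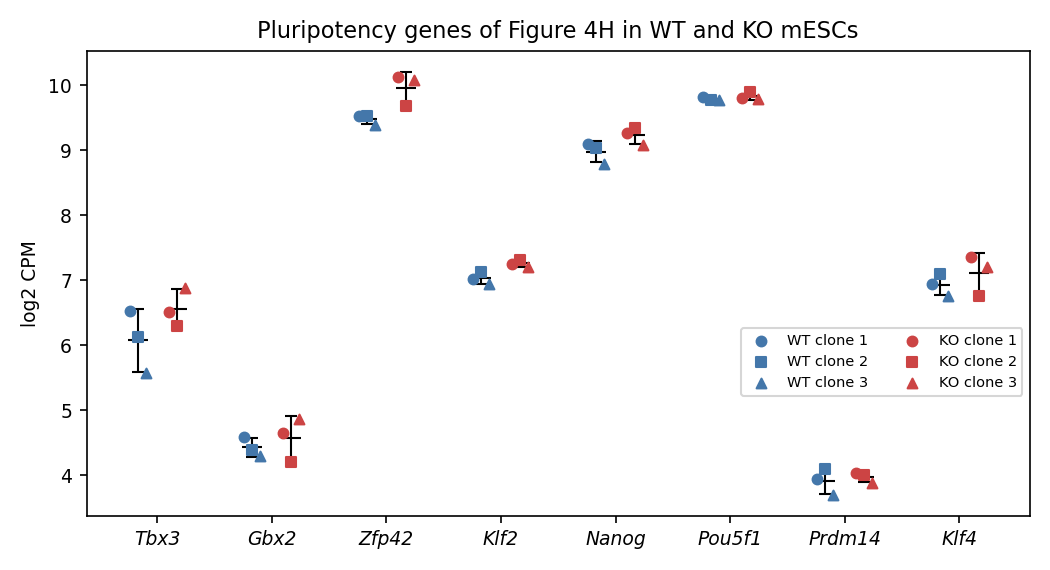
Log2 CPM of the pluripotency genes of Figure 4H in each IκBα-WT and IκBα-KO mESC clone, with the mean and SD of the 3 clones of each genotype as black bars. The clones of both genotypes overlap except for Zfp42 and Klf2.

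**Figure D3:**
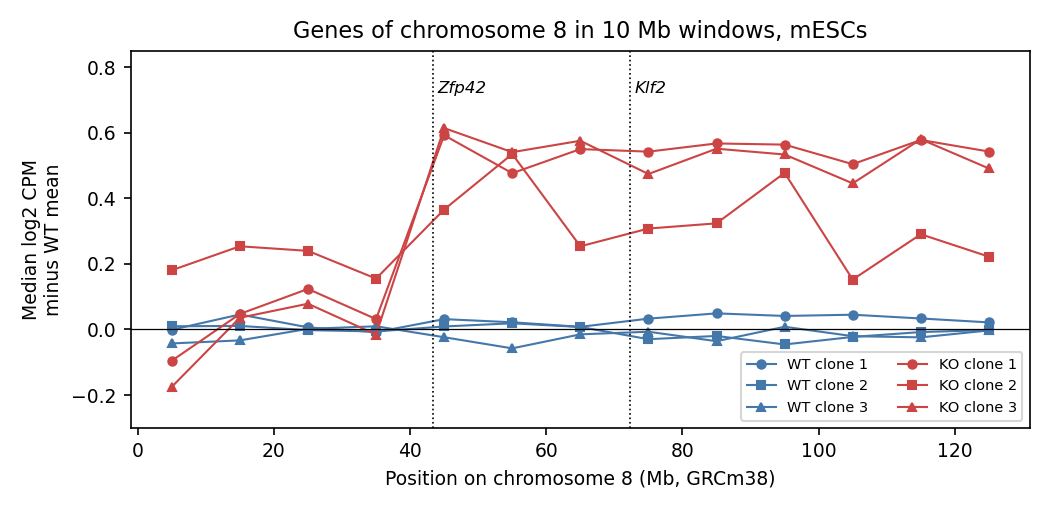
Median difference in log2 CPM from the WT mean, over genes with a mean count of at least 50, in 10 Mb windows along chromosome 8 for each of the 6 mESC clones, with the positions of Zfp42 and Klf2 dotted. KO clones 1 and 3 lie between -0.18 and 0.12 over the windows that start at 0 to 30 Mb and between 0.45 and 0.61 over those that start at 40 Mb or later.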

**Figure 4.**
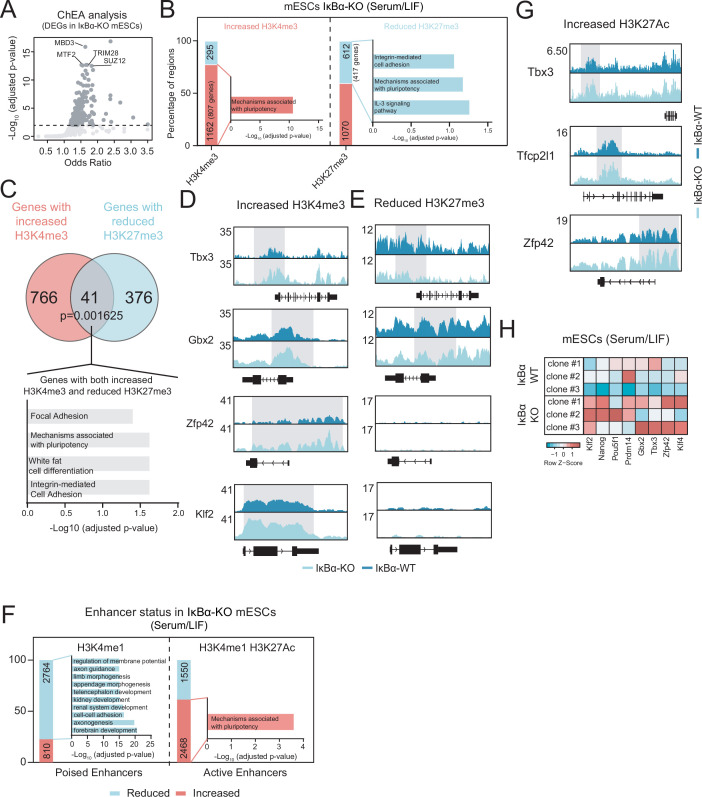
Absence of IκBα reinforces the pluripotency program at the epigenetic and transcriptional levels. (**A**) ChIP-seq Enrichment Analysis (ChEA) of differentially expressed genes (DEGs; adjusted p-value <0.05) in IκBα-KO murine Embryonic Stem Cells (mESCs). P-value was calculated using Fisher exact test. (**B**) Number of differentially bound regions (adjusted p-value <0.05, FDR) for H3K4me3 and H3K27me3 histone marks in IκBα ^-/-^ vs IκBα ^+/+^ mESCs cultured in Serum/Leukemia Inhibitory Factor (LIF). Enriched or reduced regions in IκBα ^-/-^ mESCs are distinguished (log_2_ Fold-change >0 or <0, respectively). Overrepresented WikiPathways, for (left) H3K4me3 and (right) H3K27me3 are indicated. Annotated genes to differential regions showing H3K4me3 enrichment or H3K27me3 reduction were considered. A one-sided hypergeometric test was conducted. (**C**) Venn Diagram of genes contained in regions with either increased H3K4me3 or reduced levels of H3K27me3. Statistical significance of the overlapping was calculated using the chi-squared method. Overrepresented pathways for genes containing increased H3K4me3 and reduced H3K27me3 levels are indicated (only pathways with an adjusted p-value <0.05 were considered). (**D–E**) Representative genomic regions of naïve pluripotency genes having either differential enriched H3K4me3-only (**D**) or reduced H3K27me3-only (**E**) levels in IκBα-KO vs IκBα-WT mESCs cultured in Serum/LIF. Shadowed regions highlight the differential levels of the histone marks. (**F**) Number of regions with differential enhancer activity in IκBα-KO vs IκBα- WT mESCs cultured in Serum/LIF. Increased/Reduced activity for (left) poised enhancers based on the H3K4me1 differential binding and absence of H3K27ac overlapping peaks in IκBα-KO mESCs and (right) active enhancers based on the differential binding of H3K27ac and presence of H3K4me1 overlapping peaks in IκBα-KO. Differential binding based on adjusted p-value <0.05 (FDR). Increased or reduced regions in IκBα-KO are distinguished by log_2_ Fold-change>0 or<0, respectively, compared to IκBα-WT mESCs. Overrepresented WikiPathways for annotated genes to (left) poised enhancers with reduced activity and (right) active enhancers with increased activity in IκBα-KO vs IκBα-WT mESCs are indicated (adjusted p-value <0.05, FDR). A one-sided hypergeometric test was conducted. (**G**) Representative genomic regions of naïve pluripotency genes having an increase in active enhancer status (H3K27Ac enrichment) in IκBα-KO mESCs cultured in Serum/LIF. Shadowed regions highlight the differential levels of the histone mark. (**H**) Heatmap showing the expression levels of the naïve pluripotency genes from the RNAseq samples of IκBα-KO and IκBα-WT mESCs cultured in Serum/LIF. Normalized counts (z-score) from genes are represented.

**Figure 4—figure supplement 1.**
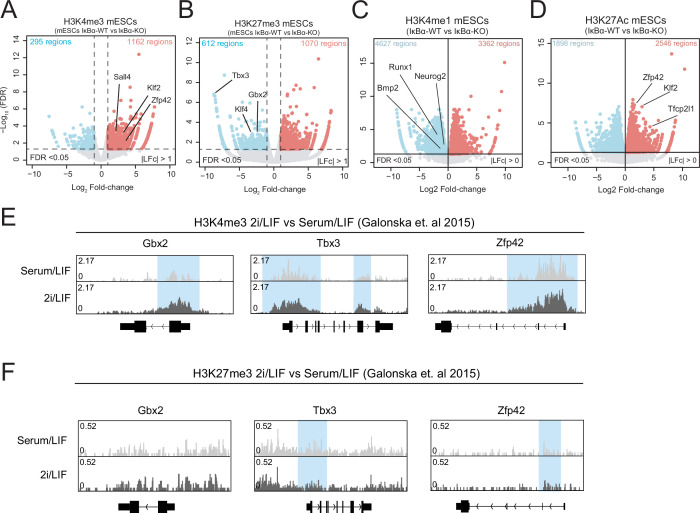
Epigenetic rewiring characterization in IκBα-KO murine Embryonic Stem Cells (mESCs) cultured in Serum/Leukemia Inhibitory Factor (LIF). (**A**–**D**) Volcano plots from differential binding analysis of H3K4me3 (**A**), H3K27me3 (**B**), H3K4me1 (**C**), and H3K27Ac (**D**) in IκBα-WT vs IκBα-KO mESCs cultured in Serum/LIF. Representative genes with enriched or reduced levels of H3K4me3 (**A**), H3K27me3 (**B**), H3K4me1 (**C**), and H3K27Ac (**D**) marks in IκBα-KO mESCs are highlighted. (**E**–**F**) Representative genomic regions of naïve pluripotency genes having higher H3K4me3 (**E**) or reduced H3K27me3 (**F**) levels in 2i/LIF compared to Serum/LIF medium. Displayed regions are the ones having differential H3K4me3 and H3K27me3 distribution in IκBα-WT vs IκBα-KO mESCs. Shadowed regions highlight the differential levels of the histone marks. Data from Galonska et al., 2015.

We next aimed to study whether the lack of IκBα was also affecting distal regulatory regions by analyzing enhancer-associated histone marks in IκBα-WT and IκBα-KO mESCs. We quantified the total amount of H3K27Ac (active enhancer) and H3K4me1 (poised enhancer) by ChIP-seq experiments conducted in both IκBα-WT and IκBα-KO mESCs. 

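In the mESC libraries, Tfcp2l1 (ENSMUSG00000026380, chromosome 1 of GRCm38, 118627945 to 118685168) had 325 ± 77.1 CPM (SD, n = 3) in IκBα-WT and 299 ± 40.3 CPM (SD, n = 3) in IκBα-KO clones. Its log2 fold change of -0.12 (standard error 0.17, adjusted p = 0.740 from edgeR's quasi-likelihood test) was within the spread between clones, with a log2 CPM of 8.58, 8.47 and 7.89 in WT clones 1 to 3 and 8.39, 8.00 and 8.26 in KO clones 1 to 3. Leaving out WT clone 1 brought the log2 fold change to 0.0087. The exons of Tfcp2l1 overlap those of a small annotated gene over 130 bases.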

Overall, IκBα-KO mESCs showed a reduction in poised enhancers at genes (or related genomic regions) associated with differentiation processes (Figure 4F and Figure 4—figure supplement 1C) and an increase in active enhancers at genes associated with pluripotency (Figure 4F and Figure 4—figure supplement 1D), such as Tbx3, Tfcp2l1, and Zfp42 (Rex1) (Figure 4G), which positively favors their higher expression in IκBα-KO mESCs (Figure 4H). These results further support that mESCs lacking IκBα are epigenetically remodeled to favor the ground state of naive pluripotency, which may negatively impact on their differentiation potential, similar to that described for other models with stabilized naïve pluripotent state (Choi et al., 2017; Di Stefano et al., 2019).

### The chromatin function of IκBα in pluripotency exit is independent of classical NF-κB activity

Although previous results from *C. elegans* (Brena et al., 2020) and *Drosophila* (Mulero et al., 2013) support the functional relevance of chromatin-related IκBα function, the investigation of this alternative IκBα activity remains challenging due to the predominant role of this protein in NF-κB regulation. However, and similar to that found in other models, we did not detect major changes in Canonical NF-κB target genes upon IκBα depletion neither in Serum/LIF mESCs, nor 48 hr and 96 hr EB-differentiating conditions (Figure 5A). Thus, either NF-κB regulation does not require IκBα at this stage or it might be compensated by the other IκBs (IκBβ, IκBε, or p100), as previously demonstrated (Hayden and Ghosh, 2008; Basak et al., 2007).

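NF-κB genes were measured in the Serum/LIF mESC libraries with gene lists fixed before the data were examined, which leave out Nfkbia and are not the pathway list of Figure 5A. Of 36 NF-κB target genes, 28 had at least 10 counts over the 6 libraries, and 8 (Vcam1, Cxcl2, Ccl2, Ccl5, Il6, Tnf, Bcl2a1d and Lcn2) had fewer, so that a decrease or a small change in them was not detectable at this depth, while any rise left each of them under 10 counts over the 6 libraries. The 28 genes had a mean difference of -0.12 in log2 CPM between IκBα-KO and IκBα-WT clones (camera adjusted p = 0.427; exact permutation test, two-sided, p = 0.4), with 13 genes higher and 15 lower. This mean ran from -0.17 without WT clone 2 to -0.047 without WT clone 3, and it was -0.023 over the genes with a mean count of at least 50. At an adjusted p under 0.05 over all genes, 2 of them differed, and 5 did when adjusted over the list alone. Bcl3 had a log2 fold change of 0.42 (standard error 0.09, adjusted p = 0.0436 from edgeR's quasi-likelihood test) and Cflar of -1.08 (standard error 0.20, adjusted p = 0.0246 from that test). The exons of Bcl3 overlap those of another gene. The list of 39 NF-κB pathway components had a mean difference of 0.11 (camera adjusted p = 0.185; exact permutation test, two-sided, p = 0.1, the smallest possible), with 24 genes higher and 15 lower. Of these, 5 had an adjusted p under 0.05 over all genes, Bcl3 among them, and 7 when adjusted over the list alone. Tab1, Cyld and Tnfrsf1a had log2 fold changes of 0.71, 0.59 and 0.75, with adjusted p of 0.0358, 0.0113 and 0.0330 in the edgeR test, and the log2 fold change of Traf3 was -0.62 with an adjusted p of 0.0308 in the same test. Cyld lies on chromosome 8 in a 10 Mb window whose median gene was 0.57, 0.32 and 0.55 above the WT mean in KO clones 1 to 3. Traf3 lies on chromosome 12 in a window whose median gene was at -0.94, -0.37 and -1.04 relative to the WT mean in the same clones. With an offset for each 10 Mb window in each library, chosen after seeing the data, the log2 fold change was 0.11 for Cyld and 0.15 for Traf3 (adjusted p = 0.446 and 0.475 in the edgeR test). In the window of Tab1 on chromosome 15, the median gene was at 0.03, 0.61 and -0.03 relative to the WT mean in KO clones 1 to 3, where Tab1 was 0.65, 0.98 and 0.44 above it. With the window offset its log2 fold change was 0.49 (adjusted p = 0.0360 in the edgeR test). The 9 NF-κB genes drawn in Figure 1F had a mean difference of 0.02 (camera adjusted p = 0.998; exact permutation test, two-sided, p = 0.8), which was -0.030 without KO clone 1. At an adjusted p under 0.05, 0 of the 9 differed, and 1 had an unadjusted p under 0.05. With WT clone 2 left out, the adjusted p of Bcl3, Cflar, Tab1, Cyld, Tnfrsf1a and Traf3 were between 0.0908 and 0.210 in the edgeR test. Without WT clone 3 they were between 0.0906 and 0.189, and without KO clone 2 all 6 were at most 0.00630. Only KO clones 1 and 3 remain in the latter fit, and they may not be independent, so its p-values could be too small. From the absence of major changes in NF-κB target genes, the paper proposes that NF-κB regulation either does not need IκBα at this stage or is compensated by other IκB proteins.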

**Figure 5.**
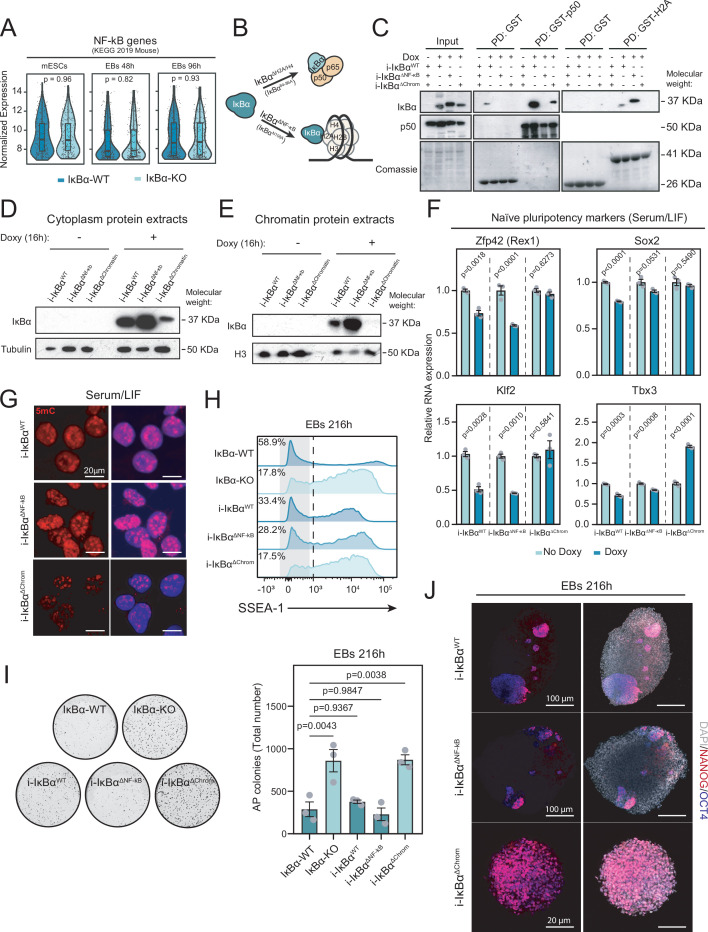
IκBα prevents the hyperactivation of naïve pluripotency program in an NF-κB- independent manner. (**A**) Boxplots, violin plots, and individual values representing the normalized gene expression levels in three independent clones of IκBα-WT or IκBα-KO mESCs, embryoid bodies (EBs) 48 hr, and EBs 96 hr obtained from bulk RNAseq data. Considered genes are those annotated to NF-κB signaling pathway (KEGG PATHWAY mmu04064). Box Plots: center line, median; lower and upper hinges, first and third quartiles; whiskers, 1.5x interquartile range (IQR) extended to the largest/smallest value within 1.5x IQR; no outliers present. Unpaired two-sided Wilcoxon test applied. (**B**) Schematic of chromatin- specific/NF-κB-deficient (IκBα^ΔNF-κB^) or NF-κB-specific/chromatin-deficient (IκBα^ΔChrom^) IκBα mutants (Separation-Of-Function or SOF mutants). (**C**) Pull-down of GST-H2A and GST-P50 with cell lysates from different SOF IκBα mutant mESCs. (**D**) Western blot analysis of cytoplasmic protein extracts of doxycycline-inducible IκBα forms (i-IκBα^ΔWT^, i-IκBα^ΔNF-κB^, i-IκBα^ΔChrom^) after 16 hr of doxycycline induction. (**E**) Western blot analysis of chromatin protein extracts of oxycycline-inducible IκBα forms (i-IκBα^ΔWT^, i-IκBα^ΔNF-κB^, IκBα^ΔChrom^) after 16 hr of doxycycline induction. (**F**) Relative RNA levels of naïve pluripotency genes (*Zfp42, Klf2, Sox2, Tbx3*) in i- IκBα^WT^, i-IκBα^ΔNF-κB^, and i-IκBα^ΔChrom^ mESCs after doxycycline induction. Unpaired two-sided t-test was performed. Dots indicate three independent experiments. Bars indicate mean values and error bars refer to ± SEM. (**G**) Representative immunofluorescence** **images of DNA-methylation-related mark 5-methylcytosine (5 mC) in i-IκBα^ΔWT^ (upper panel), i-IκBα^ΔNF-κB^ (medium panel), IκBα^ΔChrom^ (bottom panel) murine Embryonic Stem Cells (mESCs) cultured in Serum/Leukemia Inhibitory Factor (LI)F. (**H**) Flow cytometry analysis of the pluripotency surface marker SSEA-1 at 216 hr embryoid bodies (EBs) in i-IκBα^WT^, i-IκBα^ΔNF-κB^ and i-IκBα^ΔChrom^ cells. (**I**) Quantification of Alkaline Phosphatase (AP) staining in 216 hr EBs upon reconstitution with the different IκBα forms. Each dot represents an independent experiment. One-way ANOVA was applied followed by Tukey’s post-hoc test for all pairwise comparisons. Bars indicate mean values and error bars refer to ± SEM. Representative images of Alkaline Phosphatase (AP) staining in 216 hr EBs are included in the upper panel. (**J**) Representative immunofluorescence for NANOG and OCT3/4 at 216 hr EBs in i-IκBα^WT^ (upper panel), i-IκBα^ΔNF-κB^ (medium panel), and i-IκBα^ΔChrom^ (bottom panel) cells. Significance level of 0.05 is considered for all statistical tests. Figure 5—source data 1.Annotated files for western blot analysis displayed in Figure 5C, D, E. Figure 5—source data 2.Raw files for western blot displayed in Figure 5C, D, E.

**Figure 5—figure supplement 1.**
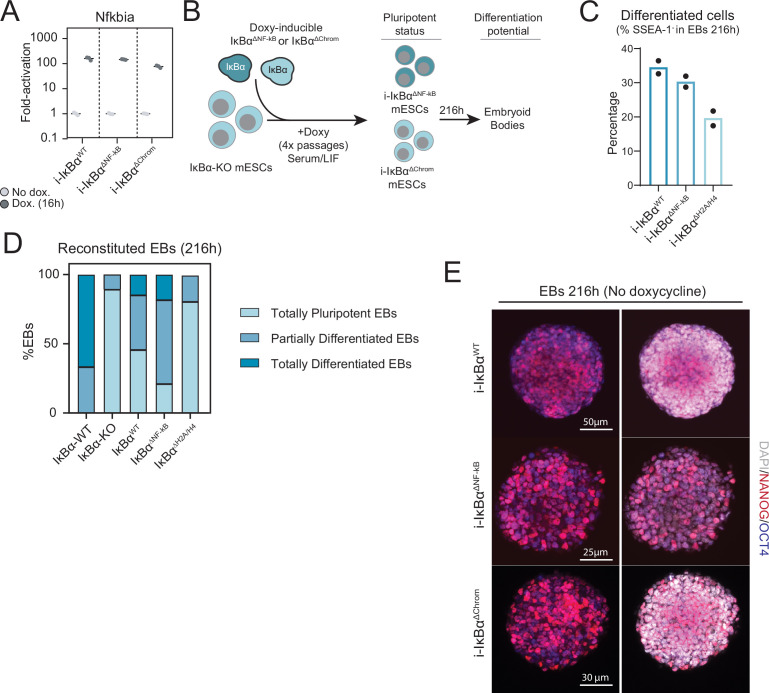
Reversion of IκBα-KO-related hyper pluripotent status is NF-κB independent. (**A**) Relative expression level of Nfkbia gene after overnight doxycycline induction in i-IκBα^ΔWT^, i-IκBα^ΔNF-κB^, and IκBα^ΔChrom^ murine Embryonic Stem Cells (mESCs). (**B**) Schematic representation of reconstitution of IκBα-KO mESCs with either of the two doxycycline-inducible Separation-Of-Function (SOF) mutants (i- IκBα^ΔNF-κB^ or IκBα^ΔChrom^). mESCs were then kept in Serum/Leukemia Inhibitory Factor (LIF) medium supplemented with 1 μg/mL Doxycycline for four consecutive passages. mESCs were characterized at the pluripotent level and then their potential to be further differentiated was addressed. (**C**) Percentage of differentiated cells (determined as SSEA-1) at 216 hr EBs 216 hr derived from i-IκBα^ΔWT^, i- IκBα^ΔNF-κB^, and IκBα^ΔChrom^ mESCs. (**D**) Quantification of EB differentiation status (percentage of pluripotent cells) at 216 hr after induction of SOF IκBα mutants. Data from three independent experiments. (**E**) Representative immunofluorescence for NANOG and OCT3/4 at 216 hr EBs that have not been treated with doxycycline in i-IκBα^WT^ (upper panel), i-IκBα^ΔNF-κB^ (medium), and i- IκBα^ΔChrom^ (bottom) cells.

To further investigate the relative impact of both IκBα functions in mESCs, we took advantage of recent results from our group that led to the identification of the specific IκBα protein residues that define NF-κB- or chromatin-binding through H2A/H4. Mutation of these residues allowed the generation of doxycycline-inducible (i) separation-of-function IκBα mutants that are specifically deficient in one or the other function, at least in the intestinal epithelial cells. We called i-IκBα^ΔChromatin^ the i-SOF IκBα mutant that interacts with NF-κB but is deficient for H2A and H4 binding and i-IκBα^ΔNF-κB^ the one that interact with histones but is deficient for NF-κB subunits binding (Figure 5B and Álvarez-Villanueva et al., 2023). The three different IκBα forms (i- IκBα^WT^, i-IκBα^ΔNF-κB^, and i-IκBα^ΔChromatin^) were stably transfected in the IκBα KO mESCs and induced by 16 hr of doxycycline treatment (Figure 5—figure supplement 1A). We used these cells to investigate the biochemical properties and functional impact of SOF IκBα mutants in mESCs. By pull-down experiments, we found that i-IκBα^ΔNF-κB^ expressed in ESCs was able to interact with histone H2 A but not with the NF-κB member p50. In contrast, i-IκBα^ΔChromatin^ interacts with p50 but not with H2A, while i-IκBα^WT^ preserves both binding capacities (Figure 5C). In concordance with these results, i-IκBα^WT^ and i-IκBα^ΔNF-κB^ were found in both the cytoplasmic and chromatin fractions of mESCs, whereas IκBα^ΔCromatin^ was retained in the cytoplasm (Figure 5D–E). In multiple experiments, we noticed a significant reduction in protein levels of IκBα^Δchromatin^ despite the mRNA expression levels of the different IκBα forms being comparable (Figure 5C and D and Figure 5—figure supplement 1A).

Then, we studied whether i-IκBα^WT^ and/or the i-SOF IκBα mutants (IκBα^ΔNF-κB^ or IκBα^ΔChromatin^) were able to reverse any of the phenotypes observed in the IκBα-KO mESCs (Figure 5—figure supplement 1B). Induction of i-IκBα^WT^ and i-IκBα^ΔNF-κB^ reduced the expression levels of the naïve pluripotent genes *Zfp42, Klf2, Sox2,* and *Tbx3*. On the other hand, the same genes either do not change their expression (*Zfp42, Sox2, Klf2*) or increase their levels (*Tbx3*) upon i-IκBα^ΔChromatin^ induction (Figure 5F). In addition, the ground state-associated DNA hypomethylation was specifically reverted in i-IκBα^WT^ and i-IκBα^ΔNF-κB^ mESCs but not in i-IκBα^ΔChromatin^ mESCs (Figure 5G). Finally, we addressed whether i-IκBα^WT^, i-IκBα^ΔNF-κB^, and i-IκBα^ΔChromatin^ mESCs were capable to revert the differentiation blockage of IκBα-KO ESCs (Figure 5—figure supplement 1B). Induction of IκBα^WT^ and IκBα^ΔNF-κB^ was enough to restore the differentiation potential of IκBα-KO mESCs into EBs, as indicated the increase in the number of differentiated cells (based on percentage of SSEA-1^neg^ cells) (Figure 5H and Figure 5—figure supplement 1C) and the reduced number of AP + colonies (in the 216 hr IκBα-KO reconstituted EB assays), which was similar to the number of colonies obtained from IκBαWT EBs (Figure 5I). Lastly, the number of remaining pluripotent-like cells (defined by OCT3/4 NANOG staining) was also reduced in i-IκBα^WT^ and i-IκBα^ΔNF-κB^ 216 h EBs, and only small and few regions of undifferentiated cells was observed. In contrast, induction of i- IκBα^ΔChromatin^ did not restore the differentiation potential of IκBα-KO mESCs (Figure 5J and Figure 5—figure supplement 1D).

These results demonstrate that the chromatin-dependent IκBα function, but not its NF-κB- related activity, is necessary for the proper regulation of chromatin marks at specific genomic regions that are linked to transcriptional changes that are likely at the base of the capacity of ESCs to exit the ground state of naïve pluripotency and differentiate.

## Discussion

Here, we have identified a new and unexpected function for the IκBα protein in the regulation of the naïve pluripotency exit. Using mESCs to investigate the role of IκBα in pluripotency maintenance and differentiation, we discovered that the absence of IκBα severely impairs the exit of pluripotency. Furthermore, IκBα-KO mESCs stabilizes the ground state of naïve pluripotency under Serum/LIF conditions, shedding light on its function as a critical regulator of the transition from naïve to primed pluripotency. While IκBα is commonly known for its role as an inhibitor of the NF-κB signaling pathway (Zhang et al., 2017), our laboratory has previously furnished compelling evidence of its alternative role through its interaction with histones and other chromatin components (Mulero et al., 2013; Marruecos et al., 2021; Aguilera et al., 2004). We have demonstrated that chromatin-bound IκBα plays a crucial role in regulating skin and intestinal stem cells (Mulero et al., 2013; Marruecos et al., 2020), hematopoietic stem cell development (Thambyrajah et al., 2022), and it influences the regenerative capacity of these tissues, and in some cases, their susceptibility to neoplastic transformation. Disentangling the chromatin-related function of IκBα from its canonical role as an inhibitor of NF-κB has been challenging, making it difficult to determine its truly biological significance. To tackle this challenge, we engineered separation-of-function (SOF) mutants of IκBα, as detailed in Álvarez-Villanueva et al., 2023, by identifying specific residues that are essential for binding either NF-κB elements or histones. Interestingly, we have shown that only the histone-binding proficient IκBα mutant (IκBα^ΔNF-κB^), which lacks the ability to bind to NF-κB, has the capability to reverse the stabilization of the ground state observed in IκBα-KO mESCs. This is sufficient to facilitate their exit from the state of naïve pluripotency, restoring their full differentiation potential (Figure 5). The involvement of NF-κB in pluripotency has been a subject of prior investigation. Studies have revealed that pluripotent cells display a dampened inflammatory signaling pathway, which is induced upon pluripotency dissolution and activation of differentiation (Torres and Watt, 2008; Guo, 2019). However, the precise molecular mechanisms underlying the attenuated status of NF-κB during this stage remain incompletely understood. A recent work has shed light on a potential regulatory axis involving ATG5-β- TrCP1-NF-κB, proposing it as a mechanism that diminishes NF-κB activity by stabilizing the IκBα protein in mESCs (Li et al., 2024). In any case, since modification of canonical NF-κB activity directly impacts on the levels IκBα expression, the previous NF-κB-associated phenotypes should be reevaluated considering this chromatin role of IκBα. Furthermore, the expression of IκBα^ΔChromatin^, which retains the inhibitory function of NF-κB, failed to mitigate the ground state stabilization observed in IκBα-KO mESCs (Figure 5). This finding suggests that the observed role of IκBα in regulating the exit from naïve pluripotency is not due to NF-κB inhibition. In fact, there is evidence that the chromatin function of IκBα is an ancestral function preceding its role as NF-κB inhibitor. In *Caenorhabditis elegans* (*C. elegans*), which lacks NF-κB orthologs but possesses two homologs of IκBα, the absence of IκBα orthologs has severe multi-organ differentiation defects (Brena et al., 2020). This observation further supports the notion that the chromatin-related function of IκBα plays a fundamental role in developmental processes, independent of its canonical role in NF-κB signaling. Nonetheless, differences in the expression level of SOF IκBα mutants, with the IκBα^ΔChromatin^ expressed at lower protein levels compared to the IκBα^ΔNF-κB^, may also impact in the rescue phenotype.

We have observed that IκBα-KO mESCs exhibit epigenetic and transcriptomic profiles resembling the ground state of naïve pluripotency under Serum/LIF culture (Figure 3). In this regard, the fact that IκBα is preferentially located in the chromatin of mESCs cultured in Serum/LIF, when they exhibit a high degree of heterogeneity, suggests that IκBα might act as a regulator of this heterogeneity. One potential explanation might be that IκBα could be affecting the stability of fluctuating transcription factors, which is crucial to mediate the pluripotent-to-differentiation balance (Martinez Arias and Brickman, 2011). Thus, the lack of IκBα might stabilize those transcription factors that would favor the ground-state observed in IκBα-KO mESCs cultured in Serum/LIF. Although IκBα KO mESCs exhibit a transcriptional phenotype and hypomethylation state that resembles the ground state of naïve pluripotency, there are only modest changes on histone marks associated to enhancers (H3K27Ac) or gene regulation (H3K4me3 and H3K27me3). Altogether indicates that further experiments are required to fully elucidate the effect of chromatin IκBα. Moreover, the differences in murine and human pluripotency (Weinberger et al., 2016) point out the necessity to address the real impact of IκBα modulation in the stabilization of the ground state in human pluripotent stem cells.

In summary, our work establishes that IκBα mediates the exit from naïve pluripotency by modulating the activation of naïve pluripotency genes. Importantly, this newly identified role of IκBα operates independently of its canonical function in inhibiting the NF-κB pathway. Our findings underscore the intricate interplay between inflammation and pluripotency status, revealing a previously unrecognized complexity in their interaction.

## Methods

### Cell culture

mESC line ES-E14TG2a (ATCC; Cat #CRL-1821) was cultured on plastic dishes precoated with 0.1% (w/v) Gelatin (Sigma; Cat #G2500-100G) in Serum/LIF medium. Serum/LIF is composed of DMEM basal medium (Sigma-Aldrich; Cat #D5796) supplemented with 15% FBS (ESC- qualified; Gibco Cat #26140079), 1X Glutamax (Gibco; Cat #35050061), 1X NEAA (Gibco; Cat#11140050), 1 mM Sodium Pyruvate (Gibco; Cat#11360070), 1000 U/mL Leukemia Inhibitory Factor (LIF) (Millipore, Cat #ESG1107), and 0.125 mM 2-mercaptoethanol (Gibco; Cat#31350010). Medium was changed every day, and cells were splitted every other day using TrypLE Express (Gibco; Cat #12605010) for harvesting. Cells were maintained in a 5% CO_2_ incubator at 37°C.

For inducing the ground-state of naïve pluripotency, mESCs were cultured in 2i/LIF medium for two consecutive passages. 2i/LIF medium is composed of NDiff 227 medium (TAKARA, Cat #Y40002) supplemented with 1000 U/mL LIF, 0.4 µM PD032591 (Selleck Chemicals, Cat #S1036), and 3 µM CHIR99021 (Merck, Cat #SML1046).

### Epiblast stem cell differentiation

Differentiation from mESCs towards Epiblast Stem Cells (EpiSCs) was performed as previously described (Pantier et al., 2019). 3×10^4^ mESCs were seeded in 6-well plastic dishes, and they were cultured in Serum/LIF medium for 24 hr. Medium was then switched to NDiff 227 medium (TAKARA, Cat #Y40002) supplemented with 20 ng/ml activin A (Cat. #120-14E; PeproTech) and 10 ng/ml Fgf basic (R&D Systems, Cat #233-FB-025/CF). Cells were submitted to daily media changes till day 5 (120 hr), when they were further analyzed.

### Embryoid bodies differentiation from mESCs

Embryoid bodies differentiation was established as described in Sroczynska et al., 2009. Briefly, mESCs were splitted twice in Serum/LIF medium before inducing differentiation. Once mESCs are 80% confluent, cells were collected using TrypLE Express. One well of 6-well plate was splitted in an entire 6-well plate in IMDM-ES medium for 48 hr. IMDM-ES medium is composed of Iscove’s Modified Dulbecco’s Medium (IMDM) (Cytiva, Cat #16SH30259.01) supplemented with 20% FBS (ESC-qualified; Gibco Cat #26140079), 1X Glutamax (Gibco; Cat #35050061), 1X NEAA (Gibco; Cat#11140050), 1 mM Sodium Pyruvate (Gibco; Cat#11360070), 10 ng/mL Leukemia Inhibitory Factor (LIF) (Millipore, Cat #ESG1107), and 0.125 mM 2-mercaptoethanol (Gibco; Cat#31350010). For embryoid body induction, mESCs were harvested, and they were rinsed twice with DPBS (Gibco; Cat #14190144). Cells were very well disaggregated into single-cells, and 1.2×10^4^ cells/mL embryoid body differentiation (EB^diff^) medium were resuspended to a total volume of 25 mL of EB^diff^ medium. EB^diff^ medium is composed of IMDM supplemented with 15% FBS (ESC-qualified; Gibco Cat #26140079), 1X Glutamax (Gibco; Cat #35050061), 50 μg/mL ascorbic acid (Sigma; Cat #A-4544), 180 μg/mL Transferrin (Roche; Cat #10652202001), and 0.45 mM alpha-monothioglycerol (MTG) (Sigma; Cat #M6145). EBs were formed in suspension for 5 days (120 hr). At day 5, in order to elongate the differentiation up to 216 hr (day 9), EB^diff^ medium was refreshed by harvesting EBs with 10 mL serological pipette, centrifuge at 200 g for 3 min and EBs were resuspended in fresh EB^diff^ medium for four more days.

### CRISPR/Cas9 gene editing and cell lines generation in mESCs

The two guide RNAs (gRNAs) targeting the Nfkbia locus were designed using the CRISPR design tool from MIT (http://crispr.mit.edu). 

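The guide RNAs were matched to the Nfkbia transcript ENSMUST00000021413, which has 6 exons and is transcribed from the minus strand of chromosome 12 of GRCm38, within the gene's bounds of 55489410 to 55492647. Exon 1 spans 55492300 to 55492647, and the first base of the start codon is at 55492526. Guide 1, GTGGACGATCGCCACGACAG, matches the minus strand from 55492432 to 55492451 inside the coding part of exon 1 and is followed by the protospacer adjacent motif CGG, the short motif that Cas9 needs beside its target. Its cut falls between 55492434 and 55492435, after 92 coding bases. Guide 2, CCTTCTTGAGGCCATCCCGC, matches the plus strand from 55492460 to 55492479, also in the coding part of exon 1, and is followed by GGG. Its cut falls between 55492476 and 55492477, after 50 coding bases. Between the cut sites lie 42 coding bases. On the coding strand, the sequence around the cut of guide 1 read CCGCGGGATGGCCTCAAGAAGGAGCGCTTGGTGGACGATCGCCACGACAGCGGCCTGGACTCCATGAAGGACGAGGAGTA. The count table holds reads over whole genes, so it does not show the edited sequence of any clone.

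**Figure D4:**
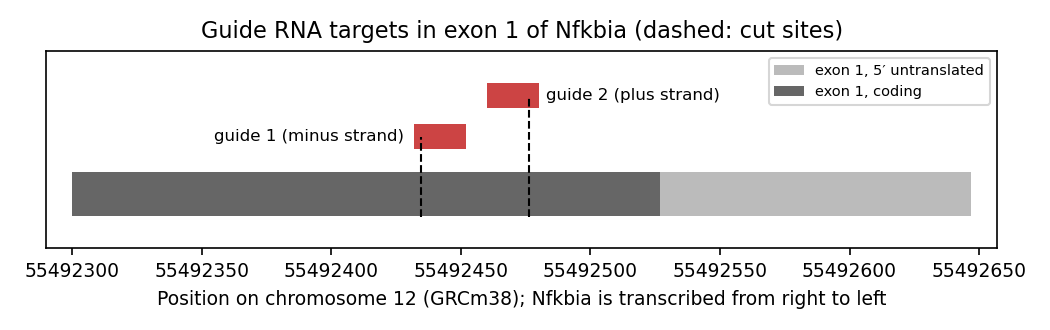
Positions of the guide RNA targets (red) in exon 1 of Nfkbia on chromosome 12 of GRCm38, with the coding part in dark grey, the untranslated part in light grey and the cut sites as dashed lines. Both targets lie in the coding part, and the cut sites enclose 42 bases.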

The best 2 gRNAs (based on on-target and off-target scores) that were targeting the exon 1 of Nfkbia (IκBα gene) were selected. After annealing, one of the gRNAs was cloned into SpCas9(BB)–2A-GFP (px458) plasmid (Addgene; Cat #48138), and the other gRNA was cloned into the px330-mCherry plasmid (modified from Addgene; Cat #98750 to incorporate mCherry reporter). mESCs were co-transfected with the two plasmids (px458-gRNA1 and px330-mCherry-gRNA2). 3×10^5^ cells were seeded a day before per well of 6-well plate. At day of transfection, cells were washed once with 1 X DPBS (Gibco; Cat #14190144), and 2 mL Opti-MEM medium (Gibco; Cat #31985070) was added into cells. 1.25 μg of each plasmid (2.5 μg of total DNA) was incubated with 10 μL of Lipofectamine 2000 (Invitroge Cat #11668019) in 240 μL of Opti-MEM for 20 min. OptiMEM::Lipofectamine::DNA mixture was added into mESCs, and cells were incubated for 5 hr. Cells were then washed with DPBS, and medium was replaced by Serum/LIF. 48 hr after transfection, GFP^+^ mCherry^+^ single cells were sorted by FACS using BD FACSAria II Cell Sorter (BD Bioscience). Mutant clones were screened through PCR and western blotting to identify single clones with no IκBα protein expression. Non-targeting scrambled gRNAs were cloned into px458 and px330-mCherry plasmids as wild-type clones. Three independent clones from each genotype (IκBα-WT and IκBα-KO) were selected for further experiments.

Doxycycline-inducible IκBα (IκBα^WT^, IκBα^ΔNF-κB^, and i-IκBα^ΔH2A/H4^) mESCs were generated by cloning the three different IκBα versions into a PiggyBac transposon system (Chen et al., 2020). IκBα protein-coding cDNAs were PCR-amplified, and NheI and SalI restriction sites were placed at the 5’ and 3’ ends, respectively. T2A-EGFP fragment was amplified from PX458 plasmid, and SalI and AgeI restriction sites were introduced at its 5’ and 3’ ends. PB-TRE backbone (Addgene, Cat# 63800) was digested with NheI and AgeI enzymes, and mNfkbia and T2A-EGFP fragments were ligated into the PB-TRE digested vector. To generate mESCs containing the inducible vector, IκBα-KO mESCs were co-transfected with PB-TRE-mNfkbia-T2A-EGFP and PiggyBac transposase plasmids, and pool of transfected cells was selected by Hygromycin (100 µg/mL) for 7 days. Cells were doubly screened by FACS sorting green fluorescent protein after 24 hr of doxycycline (1 µg/mL) treatment. Pool of cells were used for further experiments. Oligos sequences are included in Supplementary file 1.

### Teratoma formation assay

IκBα-WT and IκBα-KO mESCs grown in Serum/LIF (5×10^5^) were injected intramuscularly into severe combined immunodeficient mice (NSG). In order to favor 3D aggregation of cells and teratoma formation, cells were resuspended in Matrigel Matrix (BD; Cat #356234) prior to injection. Six weeks later, mice with tumors were euthanized, and tumors were fixed in formaldehyde, embedded in paraffin, sectioned, and stained with hematoxylin and eosin for histological analysis.

### Immunofluorescence staining

For immunostaining of mESCs, cells were seeded on 0.1% gelatin-coated coverslips on 6-well plates; for EB immunofluorescence, they were collected directly from the plate. Samples were washed twice with 1X PBS, and they were fixed at 4°C for 30 min with 4% PFA (Electron Microscopy Sciences; Cat #15713S). For immunofluorescence of 5-Methylcytosine (5 mC), fixed cells were incubated with 2M Hydrochloric Acid (Sigma-Aldrich, Cat #H1758) for 20 min at room temperature. Samples were then washed twice with 1X Tris-buffered saline (TBS; 50 mM Tris-Cl, pH 8) and permeabilized and blocked with 1X TBS supplemented with 1% Triton-X100 (MERCK; Cat #9036-19-5) and 6% FBS (Biological Industries; Cat #04-001-1A) for 2 hr at 4°C. Samples were washed twice with 1X TBS supplemented with 6% FBS. Primary antibody incubation was performed in 1X TBS plus 6% FBS and 0.3% or 0.5% Triton-X100 (0.3% for 2D culture and 0.5% for EBs) overnight at 4°C. The following primary antibodies were used: OCT3/4 (1:250; Santa Cruz; Cat #sc-5279), NANOG (1:250; Novus Biologicals; Cat #NB100- 588), 5-Methylcytosine (1:500, Invitrogen, Cat #MA5-24694), H3K27Ac (1:2000, Abcam, Cat #AB4729). Samples were then washed four times with 1X TBS, 5 min each washing. Secondary antibody incubation was performed in TBS 1X plus 1% BSA (Sigma-Aldrich; Cat #9048-46-8) or 2 hr at room temperature. The following antibodies were used: Alexa Fluor 488 donkey anti-mouse antibody (1:1000; Invitrogen; Cat #A-21202), Alexa Fluor 647 donkey anti-mouse antibody (1:1000; Invitrogen; Cat #A-31571), Alexa Fluor 594 donkey anti-rabbit antibody (1:1000; Life Technologies; Cat #A-21207), Alexa Fluor 647 donkey anti-rabbit antibody (1:1000, Invitrogen; Cat #A-31573). Samples were washed three times with 1X TBS for 5 min at room temperature after each rinse. Samples were mounted using DAPI Fluoromount-G (Southern Biotech; Cat #0100–20).

### Microscopy and image acquisition

Fluorescence images were acquired using Confocal Leica TCS SP5 (Leica Microsystems), and Leica application software LAS AF (Leica Microsystems) was used to visualize the images. Images of teratoma haematoxylin and eosin and immunohistochemistry stainings were acquired using BX61 Olympus Microscope (Olympus), and PRECiV 2D Image and measurement Software (Olympus) was used to visualize the images. The Image J (version 1.15) was used for further analysis (Schneider et al., 2012).

### Flow cytometry sample preparation and analysis

Cells were collected and they were purified based on FACS using BD FACSAria II Cell Sorter (BD Bioscience). Cells were sorted at 3500 events/s, and at maximum flow rate of 4 and 85 μm nozzle. 5 μg/ml of DAPI (Biotium; Cat #BT-40043) was used as a viability dye. For flow cytometry analysis of pluripotency exit, cells were disaggregated using TrypLE Express, and they were incubated at 4°C for 20 min with SSEA1-eFluor 660 Monoclonal Antibody (1:200, Invitrogen, Cat #50-8813-42). BD LSRFortessa Cell Analyzer or BD LSR II Flow Cytometer (BD Bioscience) were used for Flow Cytometry Analysis experiments. Flow cytometry data were analyzed using FlowJo X v10.0.7 (BD Biosciences).

### RNA isolation, cDNA synthesis, and quantitative RT-PCR

Total RNA isolation from cells was performed using the RNeasy Plus Mini Kit (Qiagen; Cat #74136) or RNeasy Micro Kit (Qiagen; Cat #74004) following the manufacturer’s instructions. Amount of RNA was quantified with Nanodrop (Thermo Fisher; Cat #ND2000CLAPTOP), and 2 μg of total RNA was retro-transcribed using Transcriptor First Strand cDNA Synthesis Kit (Roche; Cat #04897030001) following the manufacturer’s instructions.

Quantitative RT-PCR was performed in triplicates for each sample, and SYBR Green I Master Kit (Roche; Cat #04887352001) was used to carry out the reaction. qRT-PCR was performed using the LightCycler 480 system (Roche). Relative expression levels were calculated as 2^-ΔCT^ normalized with the average CT of the housekeeping gene Tbp or Gapdh. Oligos sequences are found in Supplementary file 1.

### Chromatin immunoprecipitation (ChIP)

4–6×10^7^ mESCs were cross-linked by incubating them in DPBS (Gibco, Cat #14190094) supplemented with 1% formaldehyde (Sigma-Aldrich; Cat #252549) for 10 min rocking at room temperature. Cross-linking was stopped using 125 mM Glycine (Sigma-Aldrich, Cat #G8790) rocking for 5 min at room temperature. Fixed cells were then washed twice with ice-cold DPBS, and scrapped and collected using DPBS supplemented with protease/phosphatase inhibitor cocktail composed of 1X cOmplete, EDTA-free Protease Inhibitor Cocktail (Roche, Cat #11873580001), 1 mM PMSF, 1 mM Sodium Orthovanadate and 20 mM β-Glycerol phosphate. Cells were centrifuged at 3200 g for 5 min at 4°C. Cells were lysed by resuspending cell pellet in ice-cold ChIP buffer (1 volume of SDS buffer [100 mM NaCl, 50 mM Tris-HCl pH 8.1, 5 mM EDTA pH 8, 0.5% SDS] and 0.5 volume of Triton dilution buffer [100 mM Tris-HCl pH 8.6, 100 mM NaCl, 5 mM EDTA pH 8, 5% Triton X-100]) supplemented with protease/phosphatase inhibitor cocktail, and samples were sonicated using sonication beads (Diagenode; Cat #C01020031) and the Bioruptor Pico Sonicator (Diagenode; Cat #B01060010) for 20 cycles (each cycle 30 s on/30 s off) or till DNA fragments have 100–300 bp size. Samples were centrifuged at 16,000 g for 20 minutes at 4°C. Chromatin was quantified, and 30 μg of chromatin was incubated with every 5 μg of antibody rotating for 16 hr (or overnight) at 4°C. The following antibodies were used: H3K4me3 (Abcam, Cat #ab8580), H3K27me3 (Millipore, Cat ##07–449), H3K27Ac (Abcam, Cat #ab4729), H3K4me1 (Abcam, Cat #ab8895). Samples were pulled down by incubation with Protein A-Sepharose CL-4B (previously hydrated and blocked with 0.05% BSA) for 3 hr at 4°C in rotation. Sample was washed with a low salt washing buffer (50 mM HEPES pH 7.5, 140 mM NaCl, and 1% Triton) three times, one wash with a high salt wash buffer (50 mM HEPES pH 7.5, 500 mM NaCl, and 1% Triton) and one wash with TE pH 8 (10mM Tris-HCl pH8, 1 mM EDTA). Samples were then eluted in 1% SDS and 100 mM NaHCO_3_. Samples were descrosslinked by incubating for 16 hr (or overnight) at 65°C shaking at 450 rpm, and were treated with Proteinase K for 1 hr at 45°C. DNA was purified using QIAquick PCR Purification Kit (Qiagen, Cat #28106), following the manufacturer’s instructions.

For ChIP followed by sequencing (ChIP-seq), purified DNA concentration and integrity were determined using Agilent Bioanalyzer (Agilent Technologies; Cat #G2939BA). Libraries were prepared using standard protocols. Chromatin was sequenced using Illumina HiSeq platform (Illumina, Inc) (50 bp single-end reads). Samples sequencing depth range was the following: (i) H3K4me3: 2.56–2.74×10^7^ reads, (ii) H3K27me3: 6.19–7.2×10^7^ reads, (iii) H3K27Ac: 9.11–10.65×10^7^ reads and (iv) H3K4me1: 9.76–10.58×10^7^ reads.

### ChIP-seq data analysis

Quality control was performed on raw data with FASTQC tool. Raw reads were trimmed to remove adapters presence with Trimgalore (v0.6.6) (Ewels and Afyounian, 2012). Default parameters were used except for a minimum quality of 15 (Phred score) and an adapter removal stringency of 3 bp overlap. For H3K4me3, H3K27me3, and H3K4me1 data, trimmed reads were aligned to the reference genome with Bowtie2 (v2.4.4) which was executed with default parameters (Langmead and Salzberg, 2012). Required genome index was built with corresponding GRCm38 fasta file retrieved from Ensembl (http://ftp.ensembl.org/pub/release-102/). Multimapped reads and those exhibiting MAPQ <20 were removed. Randomly placed multi-mappers were removed from the mapped reads. For all cases, duplicated reads were marked with SAMtools (v1.15) (Danecek et al., 2021). *Drosophila melanogaster* spike-ins, present in H3K27me3, were discarded. NSC and RSC quality metrics were computed with PhantomPeakQualTools (v1.2) (Landt et al., 2012). ENCODE blacklisted regions (mm10 v2) were removed prior to peak calling. BigWig files were individually generated using deepTools (v3.5.1) bamCoverage with -ignoreDuplicates -binSize 10 -smoothLength 30 – effectiveGenomeSize 2308125349 -normalize Using RPGC and -extendReads *Fragment_Length* options (Ramírez et al., 2016). The effective genome size was particularized to a read length of 50 bp and directly retrieved from deepTools web site (https://deeptools.readthedocs.io/en/develop/content/feature/effectiveGenomeSize.html). *Fragment_Length* was retrieved from PhantomPeakQualTools results. For all histone marks except for H3K4me3, peak calling was conducted by means of epic2 (v0.0.52) with -effective- genome-fraction 0.8452 -fragment-size *Fragment_Length* options and chromosome sizes only referring to canonical chromosomes (Stovner and Sætrom, 2019). For H3K4me3, MACS2 (v2.2.7.1) was used to identify peaks with -nomodel -extsize *Fragment_Length* -g 2308125349 options (Zhang et al., 2008). The corresponding input sample was used in all peak calling computations. For the histone marks, peaks were called with adjusted p-values (FDR)<0.05.

Peak annotation was performed with ChIPseeker R (v4.2.1) package (v1.34.1) considering a TSS region range between 5000 bp upstream and 100 bp downstream (Yu et al., 2015). Required TxDb object was generated from the Ensembl GRCm38 gtf file retrieved (http://ftp.ensembl.org/pub/release-102/). A consensus peakset was obtained from the three biological replicates per histone mark and condition (IκBα-WT or IκBα-KO) by identifying overlapping peaks in at least two out of the three replicates. Differential binding analysis (DBA) was conducted with DiffBind (v3.8.4) per histone mark (Stark and Brown, 2011). Default parameters were used except for the summits parameter which was set to 500 bp for all histone marks except for H3K4me3 (150 bp) in order to consider, for testing, intervals of 1000 bp or 300 bp, respectively. Summit values were selected to have interval widths between the minimum and first quartile peak width values for each histone mark. EdgeR was the statistical method used for all the three analyses. Differentially bound regions (DBRs) between IκBα-KO and IκBα-WT samples were called with adjusted p-values (FDR)<0.05. Identified DBRs with any annotated gene were plotted with EnrichedHeatmap R package (v1.18.1) (Gu et al., 2018). To summarize replicates per condition, normalizeToMatrix function was used based on corresponding BigWig files in w0 mean mode in 50 bp windows. Tracks visualization were obtained by means of Integrative Genomics Browser (IGV) tool (Robinson et al., 2011). List of DBA regions are listed in Supplementary file 2.

### Enhancers activity identification

Consensus peaksets derived from the three H3K27ac and H3K4me1 IκBα-WT mESCs replicates were used to identify poised and active enhancers in an IκBα-WT scenario. Putative poised enhancers were defined as those regions with H3K4me1 but no H3K27ac peaks. Putative active enhancers were defined as those regions with H3K27ac and presence/absence H3K4me1 peaks. To assess any differential enhancers activity in IκBα-KO vs IκBα-WT mESCs cultured in Serum/LIF, differentially bound regions and consensus peaksets (IκBα-KO) identified in H3K4me1 and H3K27ac were required. Putative gained or lost poised/active enhancers in IκBα ^-/-^ were obtained with the following criteria: (i) for gained/lost poised enhancers in IκBα ^-/-^: a differential H3K4me1 increase/decrease and absence of H3K27ac peaks in IκBα ^-/-^ consensus peakset, (ii) for gained/lost active enhancers (without H3K4me1) in IκBα-KO: a differential H3K27ac increase/decrease and absence of H3K4me1 in IκBα-KO consensus peakset and (iii) for gained/lost active enhancers (with H3K4me1) in IκBα-KO: a differential H3K27ac increase/decrease and presence of H3K4me1 in IκBα ^-/-^ consensus peakset. List of differential enhancers are listed in Supplementary file 2. A maximum gap of 1000 bp was allowed for checking the overlap between two different histone marks. For this purpose, the ‘subsetByOverlaps’ function from the IRanges R package was used (v.2.34.1).

### RNA-seq experiments

Total RNA from three independent clones from mESCs, 48 hr EBs and 96 hr EBs was isolated using the RNeasy Plus Mini Kit (Qiagen; Cat #74136) following the manufacturer’s instructions. Amount of RNA was quantified with Nanodrop (Thermo Fisher; Cat #ND2000CLAPTOP), and RNA integrity was addressed by agarose gel and Agilent Bioanalyzer (Agilent Technologies; Cat #G2939BA). Libraries sequenced using Illumina HiSeq 2500 (Illumina, Inc) (125 bp paired-end reads). Samples sequencing depth ranged between 35 M and 52 M reads (average 41 M reads) per sample.

### RNA-seq data analysis

Quality control was performed on raw data with the FASTQC tool (v0.11.9). Raw reads were trimmed to remove adapter presence with Trimgalore (v0.6.6) (Ewels and Afyounian, 2012). Default parameters were used except for a minimum quality of 15 (Phred score) and an adapter removal stringency of 3 bp overlap. Trimmed reads were aligned to reference the genome with STAR aligner tool (v2.7.8). STAR was executed with default parameters except for the number of allowed mismatches which was set to 1. Required genome index was built with corresponding GRCm38 gtf and fasta files retrieved from Ensembl (http://ftp.ensembl.org/pub/release-102/). Obtained BAM files with uniquely mapped reads were considered for further analysis. Raw gene expression was quantified using featureCounts tool from subRead software (v2.0.1) with exon as feature (Liao et al., 2014). The raw counts matrix was imported into the R Statistical Software environment (v4.2.1) for downstream analysis. Raw expression matrix included 55,487 genes per 18 samples in total. Experimental design considered three timepoints: mouse ESCs, Ebs at 48 hr, and EBs at 96 hr. Each time point included six samples distributed in two conditions: 3 IκBα-WT and 3 IκBα-KO. Prior to statistical analysis, those genes with less than 10 raw counts across the six samples under test were removed. After pre-filtering, 21,843 genes (mESCs), 21,424 genes (EBs 48 hr) or 21,664 genes (EBs 96 hr) were available for testing. For visualization purposes, counts were normalized by the variance-stabilizing transformation method as implemented in DESeq2 R package (Love et al., 2014) (v1.38.3). Differential expression analysis (DEA) was conducted with DESeq2. Each time point was independently analyzed. Fitted statistical model included sample conditions as covariable with IκBα-WT as the reference. Obtained log2 fold change values were shrunken with apeglm shrinkage estimator R package (v1.20.0) (Zhu et al., 2019). Raw p- values were adjusted for multiple testing using the Benjamini-Hochberg False Discovery Rate (FDR) (Benjamini and Hochberg, 1995). Differentially Expressed Genes (DEGs) between IκBα-KO and IκBα-WT samples were called with adjusted p-values (FDR)<0.05 and absolute shrunken log2 Fold change >1. Data visualization was performed with the ggplot2 (v3.4.1). List of DEGs are found in Supplementary file 3.

### Genome-wide DNA methylation samples preparation

DNA from frozen mESCs pellets was extracted using DNeasy Blood and Tissue Kit (Qiagen GmbH, Hilden, Germany). Purified genomic DNA was quantified with Qubit (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Infinium Mouse Methylation BeadChip (Illumina, Inc, San Diego, CA, USA) arrays were used to profile DNA methylation genome-wide. This platform allows over 285,000 methylation sites per sample to be interrogated at single-nucleotide resolution. The samples were bisulfite converted using EZ DNA Methylation-Gold Kit (Zymo Research, CA, USA) and were hybridized in the array following the manufacturer’s instructions.

### DNA methylation data analysis

The DNA methylation profile of the studied samples was assessed using the Infinium Mouse Methylation BeadChip Array (~285,000 methylation sites) as previously described (Garcia-Prieto et al., 2022). Briefly, raw signal intensities were obtained with GenomeStudio Software 2011.1 (Illumina) and DNA methylation beta values were computed from raw IDAT files using GenomeStudio default normalization with control probes and background subtraction. Quality control steps to remove erratic probe signals were performed within the R statistical environment (v4.0.3). We removed probes with detection p-value >0.01, genotyping probes, and manufacturing flagged (MFG) probes described in the Illumina manifest file (https://support.illumina.com/downloads/infinium-mouse-methylation-manifest-file.html). The differentially methylated probes (DMPs) between IκBα-WT and IκBα-KO samples were computed separately for each time point (mESCs and EBs at 96 hr) by deriving a linear model with the limma R package (v3.46.0). Each condition included 3 samples per time point. DMPs with adjusted p-value (FDR)<0.05 and absolute mean methylation beta value difference between conditions >0.3 were considered significant. DNA methylation analysis was performed using the mm10 mouse genome reference build and the complete annotation was downloaded from the annotated manifest file (http://zwdzwd.github.io/InfiniumAnnotation#mouse; Zhou et al., 2022). List of differentially DNA methylated regions are listed in Supplementary file 4.

### Functional analysis

Overrepresentation analysis was applied over lists of selected genes derived from RNA-seq data (DEGs) or from ChIP-seq data (differentially bound regions). The Gene Ontology (Biological Process ontology, GO BP terms), KEGG PATHWAY and WikiPathways databases for *Mus musculus* (Ashburner et al., 2000; Kanehisa and Goto, 2000; Martens et al., 2021) were interrogated by means of clusterProfiler R package (v4.6.2) (Wu et al., 2021). Corresponding Entrez identifiers were used. Benjamini-Hochberg procedure was used to obtain adjusted p-values. Obtained GO BP terms were simplified using the simplify function from clusterProfiler with default parameters. Overrepresented terms or processes were called with adjusted p-values (FDR)<0.05.

Gene Set Enrichment Analysis (GSEA) was performed for mESCs against naïve and ground state pluripotency signatures defined by other authors (Ghimire et al., 2018). For this purpose, the complete list of genes from mESCs samples (21,843 genes) was ranked based on the shrunken log2 Fold Change obtained from DEA. GSEA was conducted through the fgseaMultilevel function from fgsea R package (v1.24.0) (Korotkevich et al., 2021) with default parameters except for maxSize = 600 and eps = 0. Enrichment plots were generated with the same package.

Additionally, the testEnrichment function from SeSAMe R package (v1.14.2) (Zhou et al., 2018) was used for conducting functional analysis with default parameters over the list of DMPs. Probe design, transcription factor binding site, and histone modifications consensus database sets, included in the same package, were interrogated.

Gene Set Variation Analysis (GSVA) R package (v1.46.0) with default parameters were used to obtain Z-score values for genes annotated to endoderm (GO:0001706), mesoderm (GO:0001707), and ectoderm (GO:0001705) GO BP terms (Hänzelmann et al., 2013).

### Statistical analysis

Statistical analysis was performed with GraphPad Prism v.8.0.1. (GraphPad Software, Inc).

Unless specified, the comparison between two groups was performed with unpaired two-sided t-test. A p-value <0.05 was considered significant.

## Data Availability

All sequencing data is deposited at GEO under a SuperSeries with the accession number GSE239565. Individual SubSeries can be found at: GSE239563 (RNA-seq data), GSE239564 (ChIP-seq data), and GSE239562 (Methylation array data). Scripts used to process the generated bulk RNA-seq and ChIP-seq data are available in GitHub (copy archived at Maqueda, 2025). The following dataset was generated: BigasA 2025Chromatin activity of IκBα mediates the exit from naïve pluripotencyNCBI Gene Expression OmnibusGSE23956510.7554/eLife.102784PMC1254332641123589 The following previously published datasets were used: StunnenbergHG 2020The translational landscape of ground state pluripotencyNCBI Gene Expression OmnibusGSE13379410.1038/s41467-020-15449-9PMC711331732238817 MeissnerA 2014Ground state conditions induce rapid reorganization of core pluripotency factor binding that precede global epigenetic reprogrammingNCBI Gene Expression OmnibusGSE5631210.1016/j.stem.2015.07.005PMC459241426235340

# Supplementary material for: Chromatin activity of IκBα mediates the exit from naïve pluripotency
**Source:** eLife. 2025 Oct 22;14:RP102784. doi: 10.7554/eLife.102784
**Supplement:** Figure 5—source data 1.

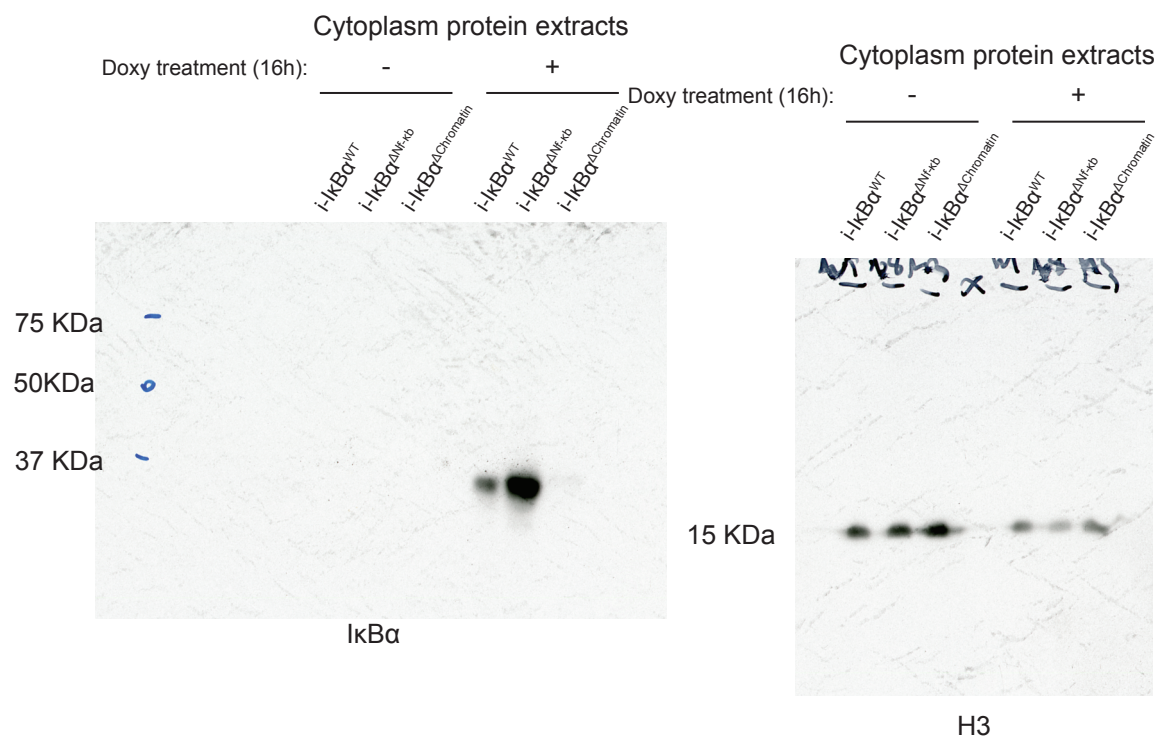

Figure 5. Source data 1. Original membranes corresponding to Figure 5, panel E. Only chromatin protein extracts were loaded into the gel.

# Supplementary material for: Chromatin activity of IκBα mediates the exit from naïve pluripotency
**Source:** eLife. 2025 Oct 22;14:RP102784. doi: 10.7554/eLife.102784
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials and Methods “DATA AVAILABILITY” section |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary table 1 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | X |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | X |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | X |
| Microbes: provide species and strain, unique accession number if available, and source. |  | X |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **X** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | X |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | X |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | The use of three independent mESCs clones of each genotype (IκBα-WT or IκBα-KO) were used for each experiment. |  |
| Randomisation | Not done |  |
| Blinding | Not done |  |
| Inclusion/exclusion criteria | Not done |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Indicated in the legend of every figure. |  |
| Define whether data describe technical or biological replicates. | Indicated in the legend of every figure. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | X |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | all animal-related work was approved by the Animal Care  Committee of the Barcelona Biomedical Research Park (PRBB) and Catalan Government  (Generalitat de Catalunya), with the license number 9309. Animal care and use is  approved by the PRBB-Ethics committee and accredited by AAALAC International,  following European (2010/63/UE) and Spanish (RD 53/2013) legislation |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | X |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | X |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | X |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Statistical analysis was performed with GraphPad Prism v.8.0.1. (GraphPad Software, Inc.). Unless specified, the comparison between two groups was performed with unpaired two-sided t-test. A p-value < 0.05 was considered significant. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and Methods section. They are accessible at GEO GSE239565 |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | GSE239563 (RNA-seq data), GSE239564 (ChIP-seq data) and GSE239562 (Methylation array data). |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Data of figures 8E-F are from <https://doi.org/10.1016/j.stem.2015.07.005>  Data from figure 1E are from <https://doi.org/10.1038/s41467-020-15449-9> |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Materials and methods section |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | <https://github.com/BigaSpinosaLab/PAPER_IkBa_Naive_Pluripotency> |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | X |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | X |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

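RNA was sequenced from IκBα-WT and IκBα-KO mESCs in Serum/LIF and from EBs at 48 hr and 96 hr, with 3 clones of each genotype at each stage. The 6 mESC libraries were analysed. In each of the 2 tables, 12 columns of per-sample values (24 in all) were not used. They belong to the EBs and carry clone codes that the sample labels and the paper's text do not pair with a genotype, so the EB results are not analysed here.

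The authors trimmed the reads with TrimGalore, aligned them with STAR to GRCm38 with Ensembl annotation, counted uniquely mapped reads on exons with featureCounts and deposited whole-number counts for 55487 genes without normalization. The authors also deposited normalized values on a log2 scale for 25318 genes, which by their methods come from the variance-stabilizing transformation of DESeq2. In the mESC libraries these values ran from 7.13 to 18.59 and ranked the genes as the counts do (lowest Spearman correlation 1 across the 6 libraries). They were used only in an alternative of the gene list tests. The total of counts on genes per mESC library ranged from 29423089 to 40904247, the KO libraries being deeper than the WT libraries. The 10 genes with the most counts held 5.10% to 5.83% of the counts in each library. With 3 clones per genotype, the spread between clones and not the depth limits the precision of genes with many counts, while genes with few counts are limited by both.

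Genes with at least 10 counts over the 6 libraries were kept, which left 21843 genes and set aside 0.0135% of the counts. Gene names and positions came from an annotation of GRCm38, in which 52 of the tested genes have no symbol. In R 4.3.3, edgeR 4.0.16 was used to scale libraries by TMM, estimate dispersions with robust settings and test KO against WT with the quasi-likelihood test. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. DEGs have an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change over 1. Log2 CPM used a prior count of 2. The genes named are Nfkbia, the genes the paper names for its RNA-seq panels, members of the gene lists, and the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, a mean count of at least 50 and no overlap between WT and KO clones. Other genes named in the closing section were chosen after their values were seen, and it says so there. The 19 gene lists were written before the data were examined. Those named after figures of the paper hold genes that the authors drew from this RNA-seq series, so they are not independent of it. The lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with an exact permutation test of the mean of each list. The adjustment was over the 19 lists in mESCs only, since the EB stages were not analysed. The chromosome measure is the median, over genes with a mean count of at least 50, of log2 CPM minus the WT mean in each library.

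Alternatives set before the data were examined were DESeq2 1.42.0 size factors, the DESeq2 Wald test, fold changes shrunken with apeglm 1.24.0, no low-count filter (at least 1 count), the filterByExpr filter, no fold change threshold, each clone left out in turn, and the replicate number as a block. For lists, fry, a correlation estimated from the data and the authors' normalized values were also tried. Offsets for each chromosome and for each 10 Mb window in each library were added after seeing the data. Replicate numbers label independent clones, and the deviations of same-numbered WT and KO clones from their group means had correlations of -0.08, -0.005 and -0.008, so the numbers do not pair the clones. No 2 libraries were duplicates, as their counts differed by more than sampling noise (chi-square per degree of freedom of at least 6.53 in every pair). The methods were tested on simulated counts with 200 changed genes among 21406 tested genes. edgeR called 191 of them (95.5%) with 7 calls of unchanged genes, DESeq2 called 195 (97.5%) with 7, and a chromosome raised by 0.585 was measured at 0.558. The changed genes all had a mean count of at least 50 and a simulated log2 fold change over 1 in absolute value. The simulated clones were independent. These rates therefore do not cover smaller changes, such as those of the pluripotency genes, or related clones. The paper's own table of mESC results was held in part, as 1999 of its 21843 genes. For 1999 of these, the DESeq2 log2 fold change computed from the counts was within 0.01 of the paper's.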

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

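Among the tests in this part, those of the other autosomes, the copy number of the segments, the boundaries shared by KO clones 1 and 3, the stretches of chromosome 8 in KO clone 2, the loss of a chromosome 12 copy in all of the cells of that clone and the direction of imprinted genes were chosen only after the result was seen. The paper does not report expression by chromosome or imprinted genes.

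Genes of chromosome 8 were higher in the KO mESCs than in the control clones. The median of 699 genes was 0.48, 0.26 and 0.43 above the WT mean in log2 CPM in KO clones 1 to 3 and between -0.01 and 0.03 in the WT clones. The difference between the genotypes was 0.39 (exact permutation test, two-sided, p = 0.1, the smallest possible; higher in 3 of 3 KO clones), a 1.31-fold rise. All KO clones exceeded all WT clones for 58.7% of these genes, against 4.17% to 22.2% of the genes of each other autosome. Library size or composition is argued against, since the medians of the other 18 autosomes stayed within 0.0671 of the WT mean in KO clones 1 and 3. GC content and gene length are argued against as well: genes of other autosomes matched on GC content, length and mean count had a median difference of -0.00963. An extra copy of the entire chromosome in every KO clone is also argued against, because the lowest median of a 10 Mb stretch was -0.175, in KO clone 3. The rise did not have the same shape in all KO clones. In KO clones 1 and 3, a single boundary fitted to the genes fell between Mtmr7 (ending at 40634797) and Slc7a2 (starting at 40862396). The 541 genes beyond it had medians of 0.55 and 0.53, against 0.04 and 0.00 for the 158 genes before it.

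The same clones had a lower end of chromosome 12. A boundary fitted in the same way fell between Gon7 (ending at 102757803) and Ubr7 (starting at 102757967) in both clones, and the 86 genes beyond it had medians of -0.92 and -0.97. A candidate explanation is a gained copy of the distal part of chromosome 8 and a lost copy of the distal part of chromosome 12. The medians of the segments were at most 0.0824 from the log2 values of 3 copies and of 1 copy in place of 2. A further hypothesis is that KO clones 1 and 3 share one rearrangement. Boundaries fitted in each clone by itself lay 0 Mb apart on chromosome 8 and 0 Mb apart on chromosome 12, with bootstrap intervals (200 draws of genes) from 40.69 to 40.99 Mb and from 102.7 to 103.1 Mb in each clone. The count profiles of these clones were closer to each other (chi-square per degree of freedom 10.3) than to KO clone 2 (68.9 and 79.2). Pairs of WT clones were at 6.53, 9.54 and 14.1, and KO clone 2 was at 67.7, 77.8 and 85.3 from WT clones 1 to 3. The value of 10.3 is within the range of the WT pairs, so it does not by itself speak for a shared descent of KO clones 1 and 3. If the hypothesis holds, these clones may descend from one cell, either after editing or before it. The counts hold no value that separates these cases. KO clones 1 and 3 would then not be fully independent of each other. The standard errors and p-values given here count 3 independent KO clones and could be too small. This applies most to the fits without KO clone 2, in which the KO group is KO clones 1 and 3 alone. The paper describes the clones as independent. No DNA was measured here, and a cut by the guide RNAs near the boundaries was not tested.

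KO clone 2 had its own pattern. Its chromosome 15 genes were 0.51 above the WT mean (1.43-fold), while KO clones 1 and 3 were at -0.01 and -0.05 and the WT clones between -0.02 and 0.04. Its chromosome 12 genes were at -0.40 (0.758-fold). All 23 of the 10 Mb stretches of these chromosomes, 11 on chromosome 15 and 12 on chromosome 12, moved the way of their chromosome, which is consistent with an extra copy of chromosome 15 in part or all of the cells and a lost copy of chromosome 12 in part of them. Loss of a chromosome 12 copy in all of the cells is argued against, since the lowest median of a stretch was -0.509, above the medians of the lower end of this chromosome in KO clones 1 and 3. For chromosome 8 in this clone, the lowest median of a stretch was 0.152, so that an extra copy in part of the cells remains a candidate explanation there. Other parts of the genome were also lower in KO clone 2. The medians were between -0.50 and -0.32 in 7 windows of 10 Mb at the start of chromosome 9. On chromosome 14 they were -0.80, -1.13, -0.32 and -0.75 in the windows that start at 60, 70, 110 and 120 Mb. They were -0.36 in the window that starts at 150 Mb on chromosome 4 and -0.32 in the one that starts at 100 Mb on chromosome 10. No explanation of these windows was tested. Windows of 10 Mb whose median was over 0.29 from the WT mean numbered 11, 38 and 11 of 254 in KO clones 1 to 3 and 0 in the WT clones, whose farthest window was at 0.108. Whether loss of IκBα favors such changes, or whether they arose in the culture and cloning, was not tested, since each KO clone carried some of them and the genotype and these changes were not separable.

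Imprinted genes, expressed from one parental copy, stood out among genes the paper does not discuss. Of 38 imprinted genes tested, 9 (23.7%) had an adjusted p under 0.05 in edgeR's quasi-likelihood test, against 4.79% of all genes tested, and 20 passed when adjusted over the list alone. H19, Peg13, Plagl1, Mest and Zrsr1 were higher in the KO clones, with log2 fold changes of 3.05, 3.46, 2.56, 2.13 and 0.70. Igf2, Grb10, Cdkn1c and Magel2 were lower, with log2 fold changes of -2.37, -2.39, -1.65 and -1.39. With WT clone 2 left out, 0 of the 9 had an adjusted p under 0.05 (the lowest was 0.0633) and 9 had an unadjusted p under 0.05. Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many imprinted genes, the real one. The others gave 0, with from 0 to 4 imprinted genes at an unadjusted p under 0.05 against 23 in the real split. With 3 clones against 3 this share cannot be under 0.1, so the number of splits alone does not decide. Gene dosage of entire chromosomes is argued against, since 9 of the 9 genes kept an adjusted p under 0.05 with an offset for each chromosome in each library. A candidate explanation is loss of DNA methylation at imprinted regions: 8 of the 9 genes moved the way such a loss would give from general knowledge, Magel2 being the exception, and over all listed genes with such a direction 26 of 35 did. The paper reports DNA hypomethylation across all chromosomes in IκBα-KO mESCs, from staining and arrays. Methylation at the imprinted regions themselves was not examined here. Meg3, Rian and Mirg, in the lower segment of chromosome 12, had log2 fold changes of -0.07, -0.09 and 0.08. The exons of Mest, Zrsr1, H19, Igf2, Plagl1 and Cdkn1c overlap those of other genes, so part of their reads could belong elsewhere. Whether the change follows from loss of IκBα or from the history of the clones was not tested.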

How the results depend on the processing

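The offsets for chromosomes and for 10 Mb windows, and the leaving out of clones for chromosome 8, were chosen after seeing the data; the other alternatives were set before the data were examined. A fit of all 18 libraries, the EB comparisons at 48 hr and 96 hr, the comparisons of WT stages with their gene lists, the interactions between stages, the germ layer scores and the progression along the principal component were not run, because the EB libraries were not analysed.

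The 372 DEGs in mESCs became 372 with DESeq2 size factors (369 shared), 365 with filterByExpr (344 shared), 458 without the low-count filter (323 shared) and 419 with apeglm-shrunken fold changes (289 shared). The DESeq2 Wald test gave 570 DEGs, 373 higher and 197 lower (349 shared), and dropping the fold change threshold gave 1046, 676 higher and 370 lower. The replicate block gave 261 (240 shared), but same-numbered clones did not deviate together, and the numbers only label the clones. With the chromosome offset there were 315 and with the window offset 331, of which 294 were shared in each case. Across the 6 fits that each left out one clone, the count ran from 0 to 872 DEGs, 0 to 491 higher and 0 to 381 lower. It was 174, 0 and 25 without WT clones 1 to 3 and 198, 872 and 114 without KO clones 1 to 3; without WT clone 2, 3104 genes still had an unadjusted p under 0.05. The share of higher calls was 62.4%. It rose to 74.2% and 76.3% without KO clones 1 and 3 and to 64.4% and 68% without WT clones 1 and 3. It fell to 56.3% without KO clone 2. The cause was not tested. The fit without KO clone 2 holds only KO clones 1 and 3, which may not be independent, so its number of calls could be too high. Of the 10 splits of the 6 libraries, 1 gave as many DEGs, the real one, and the others gave 0, with from 307 to 1463 genes at an unadjusted p under 0.05 against 4713 in the real split. With 3 clones against 3 this share cannot be under 0.1, so the number of splits alone does not decide. In simulated counts of independent clones with no gene changed, edgeR called 1 gene.

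Of the 44 genes followed across the alternatives, 32 had an adjusted p under 0.05. Other genes named in the text, such as Hnf4a, Gata6, Pdgfra, Sox17, Meg3, Rian and Mirg, are not among the 44. With DESeq2 size factors all 44 kept their direction and side of the threshold, and with the DESeq2 Wald test 43 did, Dppa3 passing it (log2 fold change -0.85, adjusted p = 0.0156, against 0.0972 to 0.354 in edgeR's test with single clones left out). With the block 6 genes no longer passed, Zfp42 among them (adjusted p = 0.0636). Without WT clone 2, 32 genes no longer passed, the most for any clone, and without KO clone 2 the adjusted p of Klf2, Gbx2 and Klf4 fell under 0.05. The genes whose sign changed were Prdm14, Tfcp2l1, Esrrb, Klf2, Zfp42, Mtf2 and Traf3. With single clones left out, the log2 fold change of Prdm14 ran from -0.047 to 0.14, of Tfcp2l1 from -0.31 to 0.0087 and of Esrrb from -0.17 to 0.13. With the chromosome offset, Klf2 was at -0.15 and Esrrb at 0.099. With the window offset, Klf2 was at -0.21, Zfp42 at -0.036, Esrrb at 0.070, Mtf2 at 0.0092 and Traf3 at 0.15.

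Of 19 gene lists, 3 had an adjusted p under 0.05 with camera and the same number with DESeq2 size factors, against 0 with fry (6 at an unadjusted p under 0.05) and 0 with an estimated correlation (2 at an unadjusted p under 0.05), where the Serum/LIF and primed list, at a mean difference of -0.71, was no longer past the threshold (adjusted p = 0.137 and 0.382). Lists past the threshold numbered 7 without the low-count filter, 8 with the replicate block, 4 with the authors' normalized values, and from 3 to 8 with single clones left out. The Figure 4H list passed it without the filter (mean difference 0.24, adjusted p = 0.0232), with the block (0.23, adjusted p = 0.0452) and with the normalized values (0.22, adjusted p = 0.0487). It also passed without WT clone 1 (0.28, adjusted p = 0.0336), WT clone 2 (0.27, adjusted p = 0.0268) or KO clone 2 (0.30, adjusted p = 0.0103), and did not without WT clone 3, KO clone 1 or KO clone 3 (adjusted p from 0.0774 to 0.173), with fry or with an estimated correlation (0.527). With single clones left out its mean difference ran from 0.15 to 0.30, and that of the ground state list from -0.059 to 0.073. The range was -0.030 to 0.044 for the Figure 1F NF-κB list and -0.62 to 0.10 for the 2-cell list. For the Serum/LIF and primed list it was -0.80 to -0.59. With the authors' normalized values, the mean difference of the Serum/LIF and primed list was -0.39 in place of -0.71. That of the endoderm list was 0.35 in place of 0.99, and that of the germline list 0.35 in place of 0.63. These lists stayed past the threshold.

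The rise of chromosome 8 ran from 0.34 to 0.46 with single clones left out and moved by less than the spread between clones with DESeq2 size factors or a mean count of at least 10. Chromosome 12 in KO clone 2 moved from -0.40 to -0.37 at a mean count of at least 10.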

Differences from the paper's values

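None of the log2 fold changes compared, which are those of Prdm14, Gbx2, Tfcp2l1, Cflar and Kcnj3 in the part of the paper's mESC table held here (1999 of 21843 genes), differed from the value computed here beyond the larger error. The paper's table gives a log2 fold change of -4.26 for Kcnj3 and of -1.08 for Cflar, which equal the values found here to 2 decimals.

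The paper gives increased expression of pluripotency genes in IκBα-KO mESCs in Figure 4H. Here all 8 genes had a log2 fold change above 0, and 1 of the 8, Zfp42, had an adjusted p under 0.05 in edgeR's quasi-likelihood test. With KO clone 2 left out, Klf2, Gbx2 and Klf4 passed it (adjusted p = 0.0347, 0.0419 and 0.0292). That fit rests on KO clones 1 and 3, which may not be independent. Without KO clone 3 Gbx2 was at 0.0095, and without KO clone 1 Klf4 was at 0.059 (adjusted p = 0.984 and 0.868). Tbx3, Nanog, Prdm14 and Pou5f1 did not pass with DESeq2 size factors, the DESeq2 Wald test, single clones left out, the block or the offsets. Their adjusted p under the other low-count filters was not examined. The paper also names Tfcp2l1 among genes with higher expression in the KO mESCs. Here its log2 fold change was -0.12, and the paper's own table gives -0.13 with a standard error of 0.19; among the alternatives, the value was above 0 only without WT clone 1, at 0.0087. The paper's enrichment test places ground state genes higher in the KO mESCs with a published signature that is not used here. The 16 ground state markers listed for the present comparison had a mean difference of 0.03 in log2 CPM.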

Other observations

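In this part, the tests of Zfp42, Klf2 and the Y chromosome were chosen only after the result was seen. The genes of the primitive endoderm and of the Y chromosome were named after their values were seen. The gene lists and their tests were set before the data were examined. Lists named after figures hold genes the authors drew from the same RNA-seq series.

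Zfp42 and Klf2, which are 2 of the pluripotency genes of Figure 4H, lie on chromosome 8, whose genes were higher in the KO mESCs. Among the 699 genes of this chromosome, 63.4% had a smaller difference between genotypes than Zfp42 and 31% had a smaller one than Klf2, so that both were inside the middle 80% of the chromosome. Gene dosage of chromosome 8 may account for their rise in these libraries. A regulation of these genes by IκBα that adds to dosage stays open. The counts alone do not show the chromatin marks at these genes. The paper reports that inducing wild-type IκBα or IκBα^ΔNF-κB in IκBα-KO mESCs lowered Zfp42 and Klf2 RNA, while IκBα^ΔChromatin did not. Dosage that the induction leaves unchanged would not by itself give that fall. Those measurements were not analysed here. With the chromosome offset, the log2 fold change of Zfp42 was 0.09 (adjusted p = 0.517; 1.38e-05 to 0.217 with single clones left out and no offset). In the same fit the genes with an adjusted p under 0.05 numbered 821, of which 48 were on chromosome 8, against 1046 and 239 without the offset.

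Genes of the Y chromosome were near absent in WT clone 3. Ddx3y, Eif2s3y, Kdm5d and Uty together had 4 counts there, against 8057 and 8872 in WT clones 1 and 2 and 8113, 10500 and 9858 in KO clones 1 to 3. An explanation by 2 X chromosomes, as in a female line, is argued against, since the median of the X chromosome genes of this clone was 0.027 from the WT mean, and Xist had 31 counts there against 25 and 30 in the other WT clones and 88 to 154 in the KO clones. Loss of the Y chromosome in this clone stays open. No biological explanation was tested, as this is a WT clone.

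Marker genes of the primitive endoderm, named after their values were seen, differed between the KO clones. Gata6 had a log2 CPM of -0.73, -0.37 and -0.19 in WT clones 1 to 3 and of 2.73, -0.50 and 3.39 in KO clones 1 to 3. Pdgfra was at 0.64, 0.67 and 0.81 in the WT clones and at 3.43, 0.63 and 4.00 in the KO clones, and Sox17 at -1.75, -1.51 and -1.64 against 1.85, -1.43 and 1.88. None of these had an adjusted p under 0.05 in edgeR's test (0.0741, 0.0758 and 0.0643), and their unadjusted p were 0.00552, 0.00580 and 0.00420. The list of endoderm markers had a mean difference of 0.99 in log2 CPM (camera adjusted p = 0.000369; fry adjusted p = 0.103), and it was 1.47 without KO clone 2. Of its 14 genes, 1 had an adjusted p under 0.05 over all genes, Hnf4a (log2 fold change 1.84, standard error 0.22, adjusted p = 0.00712 from edgeR's test), and 5 when adjusted over the list alone. No explanation of this difference was tested.

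The remaining gene lists were measured in the same way. Germline genes silenced by DNA methylation had a mean difference of 0.63 (camera adjusted p = 0.000149; fry adjusted p = 0.103), with 11 of 17 genes higher in the KO clones, and 0.46 without KO clone 2 (adjusted p = 0.0662). The mean difference was -0.11 for the DNA methylation machinery (camera adjusted p = 0.184), 0.26 for imprinted genes (0.0899), -0.36 for ectoderm markers (0.0638), 0.10 for mesoderm markers (0.998), -0.44 for Wnt targets (0.0638), -0.17 for targets of MEK and ERK (0.128), and -0.22 for genes of the 2-cell-like state (0.185). It was 0.09 for the pluripotency genes of Figure 2D (0.424), 0.14 for those of Figure 1F (0.185), -0.22 for the differentiation genes of Figure 1F (0.185, with 9 of 14 genes higher, 5 lower and a median log2 fold change of 0.21) and -0.06 for its Polycomb genes (0.335). Single clones changed some of these calls. Without KO clone 2, the mean difference of the 2-cell list was -0.62 (camera adjusted p = 6.53e-05), against 0.10 without KO clone 1. In the same fit without KO clone 2 it was 0.20 for the list of Figure 2D (0.0127) and 0.22 for the pluripotency genes of Figure 1F (0.0103). That fit rests on KO clones 1 and 3, which may not be independent. Both lists hold Zfp42 and Klf2, which lie in the raised part of chromosome 8, and neither list was tested without the genes of that chromosome. Without KO clone 3, the differentiation genes of Figure 1F (-0.48), the targets of MEK and ERK (-0.27), the ectoderm markers (-0.46), the Wnt targets (-0.44) and the imprinted genes (0.26) had an adjusted p of 0.0412. Without KO clone 2 the mean difference was -0.038 for these differentiation genes (0.101) and -0.011 for the targets of MEK and ERK (0.627). Ectoderm markers also passed without WT clone 1, 2 or 3 (0.0232, 0.0268 and 0.0178), Wnt targets without WT clone 2 or 3 (0.0145 and 0.0204), and imprinted genes without WT clone 3 (0.0178). Among the Polycomb genes of Figure 1F, Jarid2 had a log2 fold change of -0.35 (adjusted p = 0.0401 from edgeR's test). With single clones left out its adjusted p ran from 0.00235 to 0.199, the latter without WT clone 2.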
